# MAPCap allows high-resolution detection and differential expression analysis of transcription start sites

**DOI:** 10.1038/s41467-019-11115-x

**Published:** 2019-07-30

**Authors:** Vivek Bhardwaj, Giuseppe Semplicio, Niyazi Umut Erdogdu, Thomas Manke, Asifa Akhtar

**Keywords:** Software, Dosage compensation, Gene expression profiling, Gene expression, Computational biology and bioinformatics

## Abstract

The position, shape and number of transcription start sites (TSS) are critical determinants of gene regulation. Most methods developed to detect TSSs and study promoter usage are, however, of limited use in studies that demand quantification of expression changes between two or more groups. In this study, we combine high-resolution detection of transcription start sites and differential expression analysis using a simplified TSS quantification protocol, MAPCap (Multiplexed Affinity Purification of Capped RNA) along with the software icetea. Applying MAPCap on developing *Drosophila melanogaster* embryos and larvae, we detected stage and sex-specific promoter and enhancer activity and quantify the effect of mutants of maleless (MLE) helicase at X-chromosomal promoters. We observe that MLE mutation leads to a median 1.9 fold drop in expression of X-chromosome promoters and affects the expression of several TSSs with a sexually dimorphic expression on autosomes. Our results provide quantitative insights into promoter activity during dosage compensation.

## Abstract (web summary)

The position, shape and number of transcription start sites (TSS) regulate gene expression. Here authors present MAPCap, a method for high-resolution detection and differential expression analysis of TSS, and apply MAPCap to early fly development, detecting stage and sex-specific promoter and enhancer activity.

## Introduction

Most genes in eukaryotes produce multiple transcript isoforms, contributing to tissue-specific regulation of gene expression. Isoform diversity can be achieved by the usage of alternative exons, untranscribed regions (UTRs) and transcript start and end sites. Recent analysis of human genome suggests that transcript start and end site selection is a major driver of alternative isoform usage across tissues^1^.

Selection of alternative transcription start sites (TSSs) also reflects a change in promoter usage of a gene. Promoter-profiling methods, such as CAGE^2^, RAMPAGE^3^, NanoCAGE^4^ and GRO-cap^5^, allow a genome-wide detection of promoter usage by identification of TSSs. A recent comparative analysis of six such methods identifies the latest, PCR-free variant of CAGE (nAnT-iCAGE) as the overall best method in terms of accuracy of detected TSSs, while RAMPAGE^3^ comes a close second^6^. The amount of time and number of steps required per library was found to be highest for CAGE. RAMPAGE reduces the processing time (to 2 days) and the required input material (down to 5 μg), therefore providing a suitable alternative. The challenge of further reducing the input material have been tackled in protocols such as nanoCAGE^4^ and SLIC-CAGE^7^, which require only nanograms of RNA, while the latest C1 CAGE protocol^8^ allows detection of TSSs in single cells. These protocols have focussed on increasing detection sensitivity of lowly abundant capped RNAs such as eRNAs^8^ and on high-resolution mapping of TSS^7^, rather than accurate quantification of their expression. Quantification of transcript expression from CAGE is hindered by the PCR amplification bias. The nAnT-iCAGE protocol removes the PCR amplification step to correct this bias, with a lower limit down to 5 μg of starting material^9^. Protocols such as HeliScopeCAGE^10^ and RAMPAGE^3^ aim to tackle this by either sequencing unamplified RNA on a single-molecule sequencer (HeliScopeCAGE) or by incorporating pseudo-random barcodes in the reads, followed by post-mapping de-duplication (RAMPAGE). Detection as well as quantification could further be improved by the use of biological replicates and spike-in RNA controls for normalization, a strategy that has proven highly beneficial for RNA-seq studies^11^; however, promoter-profiling studies have so far not employed these strategies. Other potential reasons for the limited scope of promoter-profiling protocols could be the relative difficulty of performing the protocols^6^, as well as low correlation of gene-level expression estimates with RNA-seq^12^.

In *Drosophila*, promoter profiling has been used to study promoter architecture^13^, promoter usage during development^3^, relationships between promoter shape and transcription noise^14^, detection of enhancer RNAs and divergent transcripts^15,16^, and to study conserved non-coding transcription across species^17^. Dosage compensation is another biological phenomenon that could benefit from accurate quantification of promoter activity. In *Drosophila melanogaster*, the imbalance of sex chromosomes between male and female flies is compensated via the transcriptional upregulation of the single male X chromosome^18,19^. This process requires the male-specific lethal (MSL) complex, which is responsible for deposition of H4K16 acetylation on promoters and gene bodies of X-chromosomal genes^20,21^. The sex-specificity of this process relies on the male-specific expression of the MSL complex protein MSL2^22,23^, along with a highly male-biased expression of the roX non-coding RNAs on the X chromosome^24^. Another crucial protein in the process is MLE (maleless), which incorporates *roX* RNAs in the MSL complex, facilitating its spread on the X chromosome^25^. Finally, the enzyme MOF (males absent on first) deposits the H4K16ac mark on X, which is associated with hyperactivation of gene expression^26,27^. Although this global upregulation of gene expression has been quantified previously using RNA-seq^28,29^ and GRO-seq^30,31^, the variability of promoter usage and expression of different transcripts (such as ncRNAs, eRNAs, etc.) has not been investigated. A high-resolution, quantitative expression profiling approach could therefore provide more insights into the process.

In this study, we have developed a method termed MAPCap (Multiplexed Affinity Purification of Capped RNA) that allows multiplexed processing of samples in about 16 h and produces long, paired-end reads, enabling high-resolution detection of transcription start sites. Synthetically designed random barcodes are used to remove PCR duplicates, and external spike-in controls allow accurate quantification of changes in TSS expression. Furthermore, we present a method for detection of transcription start sites that utilizes variation between biological replicates to improve TSS accuracy. We implement this method along with various processing and analysis options into an easy to use R/Bioconductor package icetea (Integrating Cap Enrichment with Transcript Expression Analysis; https://bioconductor.org/packages/icetea). Applying MAPCap to developing *D. melanogaster* embryos and larvae, we detect stage-specific activities of enhancers as well as sex-specific TSS expression. We apply MAPCap to quantify expression changes in mutants of the MLE RNA helicase, a protein essential for balancing the X-chromosomal gene dosage between males and females^32^ and remarkably find a median 1.9-fold downregulation of TSSs on X chromosome upon loss of MLE. Further comparison of male and female wild-type and mutant flies indicate an unexpected potential function of MLE in regulating the expression of sexually dimorphic genes. Moreover, by analysing the variability of expression defects, we find that genes which are least sensitive to the mutation of MLE are located significantly further from the high-affinity sites (HAS) as well as from the boundaries of topological domains (TADs) compared to MLE-sensitive, dosage-compensated genes located on the X chromosome. We propose that the MAPCap protocol, combined with **icetea** analysis would be a highly useful approach for de novo detection as well as differential expression analysis of TSSs and transcript isoforms in all species.

## Results

### MAPCap enriches Capped RNA from multiplexed samples

We developed MAPCap by combining bead-based affinity purification of mRNA Cap with a recently described RNA library preparation strategy (Fig. 1a, see “Methods”). MAPCap utilizes the “s-oligo”, originally developed for genome-wide RNA–protein interaction (FLASH) assays^33^. s-oligo suppresses the frequently found “adapter-dimers”  during the ligation-mediated cloning of RNA, a step that is also important for promoter-profiling protocols. The s-oligo is an RNA/DNA chimera, with a 5’-dangling single-stranded RNA made up of 6 ribonucleotides of sample index (XXXXX), sandwiched between 7 random ribonucleotides that serve as Unique Molecular Identifier (UMI; NNXXXXXXNNNNN). The 5’-end of the s-oligo RNA ligates to the 3’-end of target RNA while the 3’-end of the s-oligo forms a DNA duplex, which also serves as a primer for the reverse transcriptase (RT), making the ligated product ready for RT after dephosphorylation. Early multiplexing of samples makes it easier to handle low input samples for the later stages and also reduces technical variability between samples. Abundant RNA species such as small nuclear RNAs (snRNAs) and small nucleolar RNAs (snoRNAs) are selectively degraded by targeted antisense oligos and RNase H, increasing the recovery of other capped RNA species (Supplementary Tables 1–3). PCR amplification (14–18 cycles, depending on input RNA) creates a uniform library with ideal insert sizes of around 150 nt (Supplementary Fig. 1a). Since our RNA fragmentation is based on sonication, we can easily control the insert size to allow sequencing of longer inserts if desired, increasing the mapping efficiency. The whole protocol, from RNA isolation to libraries ready for sequencing, takes around 16 h and aims to minimize the critical or difficult steps, making it easy to perform.

**Fig. 1:**
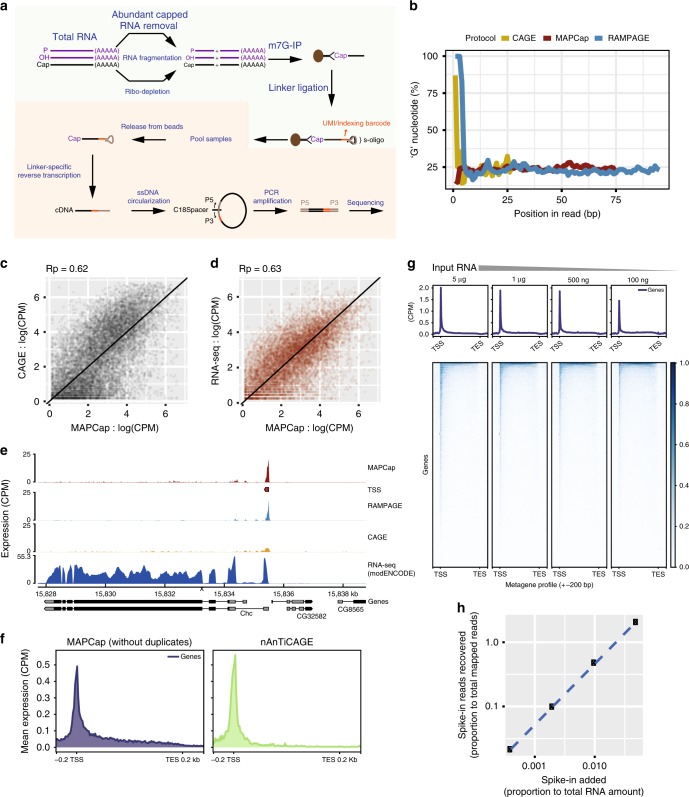
MAPCap (Multiplexed Affinity Purification of Capped RNA) efficiently captures transcript 5’-end signal. **a** Overview of the MAPCap protocol. After fragmentation and ribo-depletion, the Capped RNA is immunoprecipitated using an antibody, and the s-oligos are attached, afterwards the samples are pooled for PCR and library preparation steps. **b** Nucleotide content in read positions. CAGE and RAMPAGE show a high artificial G-bias due to their cloning steps, while MAPCap shows low bias for any specific nucleotide. **c**, **d** Correlation of signal (log2(counts per million + 1)) between MAPCap and CAGE and between MAPCap and RNA-seq on 5’-untranscribed region of genes. **e** Genome snapshot of the de-duplicated counts from MAPCap, RAMPAGE and CAGE on transcription start site. For MAPCap and RAMPAGE, the de-duplication was performed using 5’-position of the reads and the UMIs, while for CAGE it was performed using only 5’-position. RNA-seq track is shown for comparison. **f** Metagene profile comparing signal enrichment between nAnTiCAGE and MAPCap on all genes in mouse embryonic stem cells (CPM = counts per million). **g** Metagene profile of signal from the MAPCap experiment performed in S2 cells, using different quantity of total RNA (5 μg, 1 μg, 500 ng, 100 ng) as starting material. **h** Added relative concentration of capped spike-ins ((amount of spike-in RNA/amount of total RNA) × 100) vs recovered relative counts ((reads mapped to spike-ins/total mapped reads) × 100) for the embryos. The samples were added with proportionally increasing relative concentration of ERCCs

To evaluate MAPCap data quality, we performed MAPCap on stage 15 *Drosophila* embryos in four replicates (see “Methods”). We obtained 4.7–8.5 million reads per sample after de-multiplexing (Supplementary Fig. 1b). After mapping and removal of PCR duplicates, the 5’-UTR of genes showed a high correlation of MAPCap signal between replicates (92–94%, Pearson’s *R*, Supplementary Fig. 1c). Similarly, high correlation was observed for the detected TSSs (90–94%, Pearson’s *R*, Supplementary Fig. 1d). Similar correlation was observed between replicates of the CAGE data obtained from modENCODE in S2 cells (see “Methods”); however, the correlation reduces after removal of duplicates (Supplementary Fig. 1e, f). For further comparison, we processed the CAGE data downloaded from modENCODE^34^ and the RAMPAGE data from embryos corresponding to the same developmental stage^3^. Cap-trapping and template-switching protocols rely on the enhanced terminal transferase (TdT) activity of the RT during cDNA preparation^35–38^. Therefore, reads obtained from both CAGE and RAMPAGE protocols show a high “G” nucleotide bias, which demands post-mapping correction and can affect the accuracy of TSS detection^39^. MAPCap, on the other hand, shows no such bias. This can be attributed to a highly reduced TdT activity of our RT under protocol conditions (Fig. 1b).

Several differences have been observed in the past between promoter-profiling and the RNA-seq protocol in detection of transcript types as well as gene expression estimates^12,40^. We correlated the depth-normalized counts on 5’-UTRs of known genes between MAPCap, CAGE, RAMPAGE, and the ribo-depleted RNA-seq data from matched developmental stages obtained from the modENCODE project (see “Methods”). We found that, although MAPCap signal shows good correlation with other protocols, it showed a better correlation with RNA-seq (Pearson’s *R*; MAPCap = 0.63, CAGE = 0.48, Fig. 1c, d, Supplementary Fig. 1g–j). This indicated that MAPCap experiments could provide better gene expression estimates than other protocols. PCR amplification has been shown to create a detection and quantification bias in both DNA and RNA-seq, as well as CAGE protocols^10,41^. This bias can be controlled by appropriate removal of PCR duplicates. Random barcodes present in the s-oligos serve as UMIs, allowing us to remove PCR duplicates while preserving the transcript expression signal. Similar de-duplication can be performed for data obtained from the RAMPAGE protocol, where the frequent mismatch between random RT-PCR primers and genome sequence could be treated as “pseudo-random” barcodes^3^. A comparison of PCR duplicate removed signal from the three protocols show that both MAPCap and RAMPAGE preserve the signal on the TSS, while de-duplication in the absence of random barcodes lead to near-complete loss of signal from the CAGE protocol (Fig. 1e, Supplementary Fig. 2a). Taken together, our results suggest that MAPCap produces high-quality quantitative signal at the 5’-end of transcripts.

Although the latest version of CAGE protocol, nAnTiCAGE, does not use PCR amplification^9^, the CAGE data used in the modENCODE project does. We therefore performed MAPCap on RNA extracted from mouse embryonic stem cells (ESCs) with a dual-hybrid genotype (*Mus musculus* × *Mus castenious*) and compared it to the nAnTiCAGE data available online^7^ (see “Methods”). MAPCap showed an enrichment of signal at the 5’-UTRs of genes comparable to nAnTiCAGE, along with a 55% correlation of signal (Fig. 1f, Supplementary Fig. 2b, c). Furthermore, we performed allele-specific sorting of signal from our MAPCap data and found that 16% of MAPCap signal could be assigned uniquely to the maternal or paternal allele. This allowed us to detect 173 allele-specific TSSs (94 maternal, 79 paternal, Supplementary Fig. 2e). This initial analysis indicated that MAPCap also provides suitable coverage to detect allelic bias in TSS usage.

### Sensitivity and accuracy of TSS detection in MAPCap

In order to test the sensitivity of MAPCap protocol to amounts of starting material, we next performed MAPCap on RNA isolated from *Drosophila* S2 cells, ranging from 5 μg to 100 ng (see “Methods”). Comparison of duplicate-free signal enrichment shows that MAPCap can easily recover signal at TSSs for up to 100 ng of starting material (Fig. 1g). Further, we could detect TSSs using the data at high accuracy for up to 500 ng of starting material (Supplementary Fig. 2e), suggesting that MAPCap can reliably obtain TSSs from up to 500 ng of starting material in the absence of replicates (see next section). We then tested the ability of MAPCap to detect various transcript concentrations. To this end, we prepared a spike-in mix containing 10 in vitro capped ERCC spikes (see “Methods”) in a 2-fold relative concentration ranging from 15.6 pM to 8 nM. We then mixed each replicate of the embryo sample (each containing 5 μg total RNA) with different concentrations of this spike-in mix (from 0.0004% to 0.05% of isolated RNA), at the beginning of the protocol. The results showed that the relative concentration of spike-ins between samples can be faithfully recovered after sequencing (Fig. 1h). Relative ratios between individual spike-ins within each mix could also be accurately recovered (Supplementary Fig. 2f).

In order to assess the accuracy of TSS detection of MAPCap compared to other protocols, we detected TSSs from MAPCap data using the paraclu method^42^ and compared them to the TSSs detected from CAGE and RAMPAGE with identical read-depth and processing (see “Methods”). We evaluated the TSS detection sensitivity, precision and F1-score between the methods by comparing the TSSs obtained from each method to all annotated TSSs in the *Drosophila* ensembl annotation (release 76), along with the RNA-seq data obtained from modENCODE and the DNAse-seq data obtained from comparable developmental stage^43^ (see “Methods”). Since current dm6 ensembl and flybase TSS annotations utilize the data from CAGE and RAMPAGE, we expected these protocols to perform well in these metrics. However, MAPCap showed sensitivity and specificity similar to the other protocols (Supplementary Fig. 3a). Further, about one fifth of the MAPCap TSSs classified as “false positives” showed evidence of promoter activity, such as active histone marks or DNAse hypersensitivity (Supplementary Fig. 3b, see “Methods”). Overall our analysis suggests that MAPCap provides high sensitivity while achieving accuracy comparable to existing standards in detection of TSSs.

### Detection of TSSs using biological replicates improves accuracy

The ease of use and multiplexing ability of the MAPCap protocol allows performing biological replicates without adding additional time and effort. We therefore sought to develop analysis methods that could benefit from biological replicates. Commonly used methods for TSS detection are either based on the density of CAGE tags (paraclu^42^) or distance between individual tags (distclu^38^). These methods rely on within-sample clustering of tags and do not incorporate biological replicates to improve the performance of TSS detection. Hence, we developed a window-based TSS detection method similar to the window based peak calling algorithms applied in chromatin immunoprecipitation (ChIP-Seq) analysis^44,45^. Read counts are modelled using negative binomial distribution and the TSSs are detected as windows of enrichment in the genome with respect to a local background (Supplementary Fig. 3c, see “Methods”). Consecutively enriched windows are then merged to detect both sharp and broad TSS shapes. We compared the accuracy of peaks obtained from our “local enrichment” method with those from the popular paraclu method^42^ using (1) each replicate alone; (2) reads pooled from all replicates, and (3) intersection of TSS from each replicate. TSSs detected by the local enrichment method using replicates show higher sensitivity as well as specificity (area under precision-recall curve (AUPRC) = 0.838) compared to all these alternatives (AUPRC: 0.57–0.64) (Fig. 2a, b, Supplementary Fig. 3d). In order to test whether this method is generally applicable to other protocols, we applied it on equally subsampled 1 million reads from the CAGE data of the S2 cells from modENCODE project. We found that, although the optimal precision and sensitivity stays similar to the traditional (paraclu) approach, our method detects a larger number of true positive peaks (Supplementary Fig. 3e, f). These results suggest that the replicate-based analysis increases sensitivity and robustness of TSS detection in MAPCap as well as other promoter-profiling methods.

**Fig. 2:**
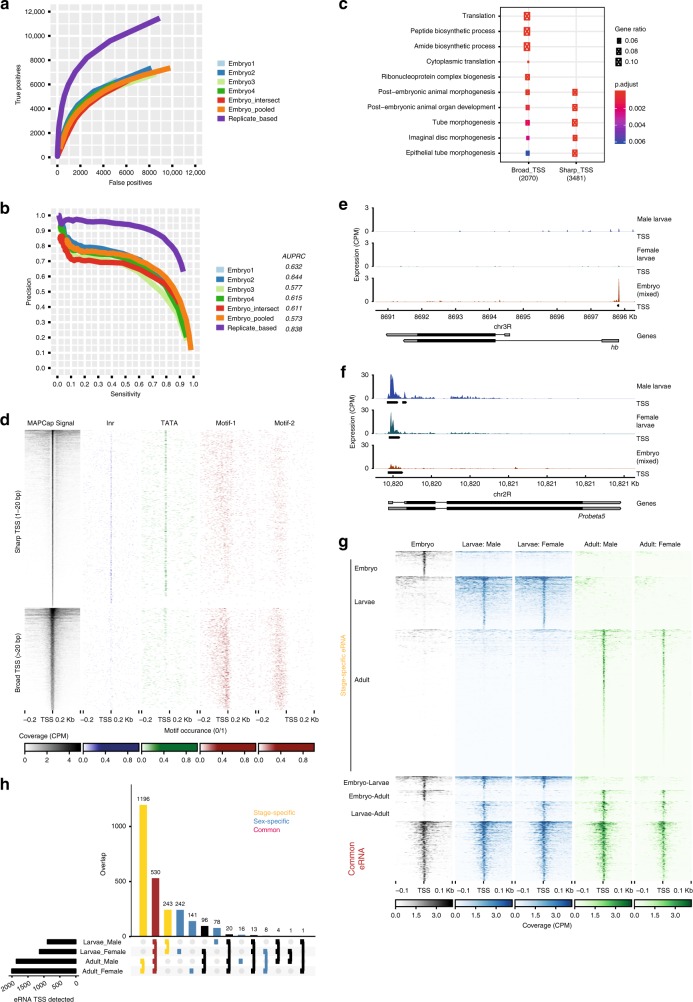
Replicate-based analysis improves accuracy of transcription start site (TSS) detection. **a** Evaluation of true and false positives on MAPCap (Multiplexed Affinity Purification of Capped RNA) data of embryos. TSS was detected by paraclu using individual replicates (embryos 1–4), pooled replicates (embryo_pooled), or individual replicates followed by intersection (embryo_intersect) and compared with the “local enrichment” method (replicate based) that uses all four samples. The detection accuracy improves using this method. **b** Precision-recall curve (PRC) of subsampled MAPCap data, comparing paraclu (embryos 1–4, pooled and intersect) with replicate-based method (AUPRC = area under PRC). **c** Comparative Gene Ontology enrichment of “sharp” (upto 20 bp) and “broad” (>20 bp) TSSs detected by the local enrichment method. **d** MAPCap signal (counts per million), as well as motif presence (detected by FIMO) for the “sharp” and “broad” TSS. **e**, **f** Genome snapshot of MAPCap signal and the detected TSS using the “local enrichment” method on a developmental gene (hunchback, hb) and a housekeeping gene (proteosomal subunit, Prosbeta5). **g** TSS detected on validated enhancer regions (eRNAs) in embryo, L3 larvae brains (MAPCap), and adult heads (modENCODE CAGE). **h** Overlap of eRNAs detected between male and female larvae brains and adult heads show that most eRNAs are stage-specific (yellow) rather than sex-specific (blue)

We then evaluated whether the shape of detected TSSs by our method represents a biologically informative signal. Earlier analysis of CAGE data indicated that the genes with sharp, focussed TSSs are mostly tissue specific and developmentally regulated, while the genes with broad TSSs have housekeeping functions^46^. Gene Ontology (GO) term enrichment analysis of the sharp and broad TSSs obtained using the “local enrichment” method confirmed previous results (see “Methods”). Genes with sharp TSSs were enriched for processes like morphogenesis and development while genes with broad TSSs denoted mechanisms such as protein localization, metabolism and membrane organization (Fig. 2c), suggesting that TSS shapes detected from MAPCap reflect known biological signals. Motif enrichment analysis of sharp and broad TSSs further confirm these results, with sharp TSSs frequently containing the initiator (Inr) element, while broad TSSs were enriched for core promoter motifs Motif-1 and 2 (Fig. 2d, Supplementary Fig. 3g, see “Methods”). Known developmental genes such as *hunchback* (*hb*) and housekeeping genes such as proteosomal subunit *Prosbeta5* also showed the expected TSS shapes (Fig. 2e, f, Supplementary Fig. 3h, i).

After confirming the validity of our TSS detection method, we applied it to detect the lowly abundant RNAs expressed during development. In order to compare developmental stages, we performed MAPCap on RNA isolated from the brains of male and female *D. melanogaster* third instar (L3) larvae. Previous analysis has shown that *Drosophila* brain is highly sexually dimorphic^47^ and this dimorphism affects sex-specific behaviour, such as male courtship behaviour^48^. Therefore, our MAPCap data of promoter activity could serve as a useful resource to understand these functions. We built an analysis workflow that performs de-multiplexing, mapping, PCR de-duplication, TSS detection and annotation of TSSs (Supplementary Fig. 4a) and processed the MAPCap data through this workflow. TSSs were called using a strict fold-change threshold of four-fold over the background, followed by a comprehensive functional annotation (see “Methods”). While most of the detected TSSs (70–73%) originated from previously annotated TSSs or 5’-UTRs, 11–12% of the TSSs detected in larvae appeared to originate from enhancers or intergenic regions (Supplementary Fig. 4g). In order to further compare the sex- and stage-specific dynamics of enhancer RNAs, we applied our algorithm to the CAGE data of the adult male and female fly heads, obtained from the modENCODE project (see “Methods”). Combining this data with our MAPCap data, we detected 2793 enhancer RNAs (defined as union of TSS detected within in vivo validated enhancer regions^49^). Interestingly, 1915 (68.6%) of these eRNAs were detected only in one stage, while only 508 (18.2%) were common between all 3 stages (Fig. 2g), indicating a high variability in enhancer activity during development^50^. Further comparison of the stage-specific eRNAs with those detected in all 3 stages revealed that stage-specific eRNAs have significantly sharper TSS (*P* = 7.81e−200, Wilcoxon test, Supplementary Fig. 4b) than the eRNAs commonly detected in all stages. Stage-specific eRNAs also tend to be located significantly away from the nearby annotated TSS, while common eRNAs mostly overlap with an annotated TSS (Supplementary Fig. 4c), suggesting that the common eRNAs either originated from housekeeping enhancers or from a canonical TSS. We performed de novo motif analysis of stage-specific eRNAs in order to find transcription factors important for development. eRNAs expressed in the embryos were enriched for binding site of *Foxk1* (regulator of myogenic progenitor proliferation^51^), while larvae-specific eRNAs were enriched for *Obp3* (Odorant-binding protein^52^) and *Ascl1* (regulator of neuronal development^53^) (Supplementary Fig. 4d). Motifs enriched on eRNAs in the larvae brains were also enriched on eRNAs in adult heads, suggesting that tissue-specific regulation of eRNAs by these factors is established early in development. Further comparing TSS in male and female larvae brains and adult heads revealed 485 potential sex-specific eRNAs. Three hundred and eighty-three (78.97%) of them were female specific (Fig. 2h). These sex-specific eRNAs were not biased to any specific chromosome (Supplementary Fig. 4e). Taken together, our analysis of eRNAs captured regulatory interactions during development.

### Differential expression and promoter usage in MLE mutants

Our replicate-based experimental design, the ability to remove PCR bias, along with the use of capped ERCC controls provides us with the opportunity to quantify promoter activity between conditions better than standard promoter-profiling approaches. This is highly desirable in the study of dosage compensation as it allows us to compare expression fold-changes across promoters between chromosomes and sexes. In *Drosophila*, the overall gene expression as well as RNA Pol-II levels have been compared between X and autosomes in cultured cells^30,31^ and flies^54^. However an in vivo high-resolution analysis of dosage compensation at promoters has not been done before. Therefore, we performed MAPCap on RNA isolated from the brains of MLE RNA helicase mutant (also referred as knockouts (KOs)) *D. Melanogaster* third instar (L3) larvae, a stage where male lethality manifests as a result of defective dosage compensation^55^. We then compared the mutants with wild-type (control) larvae with the aim to quantify how different promoters respond to the resulting defects in dosage compensation (Fig. 3a, b, Supplementary Fig. 4f, g). Furthermore, this allowed us to study in vivo MLE sensitivity of autosomal promoters, which has not been studied previously in detail. 

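RNA-seq libraries were made from brains of L3 larvae in 4 groups: female and male wild-type larvae, and female and male larvae mutant for mle, the gene of the RNA helicase MLE. Each group had 3 replicates, and each replicate was a separate pool of larvae. The authors aligned the reads to dm6 with STAR and counted them on Ensembl genes with featureCounts. The deposited counts cover 17558 genes and were not normalized. The number of counted reads per library ranged from 4628648 to 10094022. The median was 8396209 in labelled female MLE mutants, 7684242 in labelled male MLE mutants, 8516797 in wild-type females and 9818213 in wild-type males. The paper gives a sequencing depth, and the values here are counted reads. Pearson's r of log2 CPM (counts scaled by library size) between replicates, across genes, lay between 0.931 and 0.965 in labelled female MLE mutants and between 0.916 and 0.953 in labelled male MLE mutants. It lay between 0.934 and 0.971 in wild-type females and between 0.982 and 0.986 in wild-type males. No pair of replicates was as close as counting noise alone would make it. The public labels of 6 libraries, those of wild-type females and male MLE mutants, contradict one another, so the libraries were grouped by the column names of the count table. A list of 9 genes of the Y chromosome had 0 counts in each female library, which allows up to 3 counts per library. It had between 3 and 28 counts in each male library. Over all 71 genes of the Y chromosome, female libraries had 2 to 12 counts and male libraries 16 to 142.

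The targeted gene mle (FBgn0002774; chromosome 2R of dm6, 5974857 to 5980778) was read in every library. Its RNA stood at 103 ± 35.0 CPM in wild-type females and 130 ± 4.06 CPM in wild-type males (SD, n = 3 each). In the libraries labelled MLE mutant it stood at 218 ± 64.9 CPM in females and 296 ± 31.6 CPM in males (SD, n = 3 each). Every labelled mutant library lay above every wild-type library of its sex (exact permutation test, two-sided p = 0.1 in either sex, the smallest p that 3 libraries against 3 allow). The log2 fold change of mle was 1.18 in males (SE 0.27, adjusted p = 0.00838 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). In females it was 1.08 (SE 0.27, adjusted p = 0.0711 from the same edgeR test, between 0.00403 and 0.227 across the alternatives). The level of this RNA therefore goes against a loss of the transcript, and these libraries are called labelled MLE mutants. The paper describes the mle9 allele as a deletion with loss of function. Counts over the whole gene cannot show whether its product works, so they do not contradict that description.

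From the counts, genes with at least 10 counts at the median library size in 3 libraries were kept by edgeR's filterByExpr, which left 9909 genes. Library sizes were scaled by TMM, and all 12 libraries entered 1 quasi-likelihood fit with the group as its only term. A gene was called differentially expressed at the FDR of 0.05 that the paper uses. Standard errors were derived as the absolute log2 fold change divided by the square root of the test's F statistic. Chromosomes are those of the authors' tables, and coordinates are those of Ensembl release 115, on dm6. Intervals and limits drawn from counts cover counting error only.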

We also performed a ribo-depleted RNA-seq independently using the same set-up, in order to check the concordance between the two protocols. Gene-level expression estimates obtained from both protocols show high correlation (Pearson’s *R* = 0.85, Fig. 3c, Supplementary Fig. 4h, see “Methods”), motivating us to perform differential expression analysis using MAPCap.

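On the RNA-seq side, average log2(CPM + 1) of wild-type males and of wild-type females had a Pearson's r of 0.987 across the 16100 genes with a count in at least 1 wild-type library. Genes are not independent replicates, so this r describes the 2 groups only. Protein-coding genes took 89.4% of the counts in wild-type males (88.7% to 90.4% over the 3 libraries), and 6906 of these 13778 genes averaged over 10 CPM. Small nuclear RNAs took 1.26% (1.07% to 1.46%), with 11 of 32 genes over 10 CPM. Small nucleolar RNAs took 0.665% (0.575% to 0.776%), with 65 of 288 genes over 10 CPM. In wild-type females the shares were 89.5% for protein-coding genes, 1.23% for small nuclear RNAs and 0.784% for small nucleolar RNAs. The MAPCap libraries were not analysed here.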

**Fig. 3:**
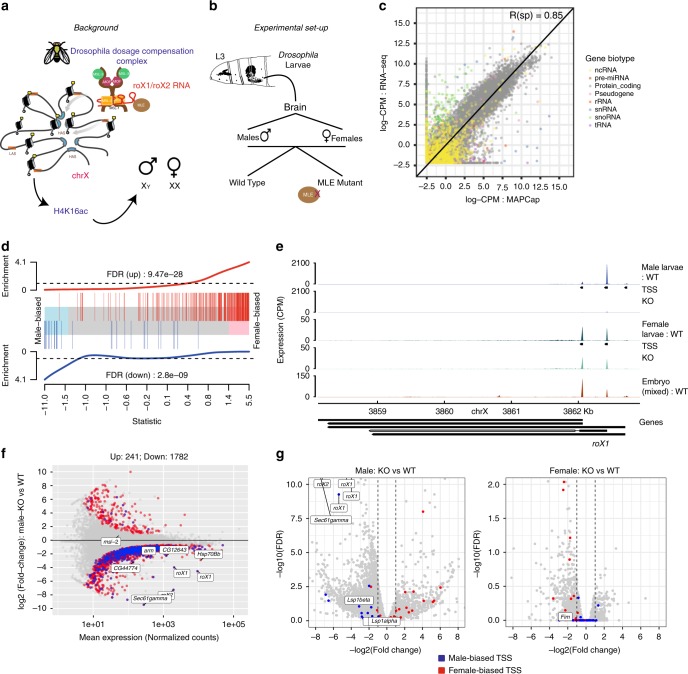
Analysis of differential promoter activity in the male and female larvae brains. **a** Background: The dosage compensation complex (DCC) contains an RNA helicase MLE (maleless) that incorporates roX RNAs into the complex. DCC first targets certain high-affinity sites (HAS) on the X chromosome, followed by the spread to the low affinity sites (LAS). This spread is guided by three-dimensional conformation of the X chromosome and requires the recognition of *roX* RNAs by MLE. **b** Experimental set-up: We extracted brains from L3 larvae of flies that are mutant (leading to Knock-out) of MLE and compared them to wild-type flies. **c** Comparison of gene-level expression estimates (log-CPM) obtained from MAPCap (Multiplexed Affinity Purification of Capped RNA) and ribo-depleted RNA-seq in wild-type males (see Supplementary Fig. 3c for females). Expression of most genes are similar except for small nucleolar RNAs and small nuclear RNAs (exclusively depleted in MAPCap). **d** Barcode plot of RNA-seq differential expression results over *t* statistics obtained from MAPCap. The vertical red and blue bars mark differentially expressed (DE) gene in RNA-seq at false discovery rate (FDR) < 0.05 and the lines above and below the bars represent their enrichment in MAPCap data. **e** Promoter usage of roX1 between sexes and stages. **f** MA plot of DE TSSs obtained from MAPCap after spike-in normalization. X chromosome promoters are marked in blue while autosomes are marked in red. **g** Volcano plot of differential expression estimates on TSSs from MAPCap data in female (top) and male (bottom) MLE mutants. TSS with female-specific activity (at FDR < 0.1) are downregulated in female mutants (marked in red) while TSSs with male-specific activity (marked in blue) are downregulated in male mutants

We first asked whether the MAPCap experiment using biological replicates can be used to obtain differential expression statistics, similar to RNA-seq. We computed gene-level differential expression estimates between wild-type male and female brains on the 5’-UTRs of genes, in order to exclude expression bias due to gene length and splicing (see “Methods”). 

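In the RNA-seq data, 610 genes were higher and 229 were lower in wild-type females than in wild-type males. At an unadjusted p under 0.05 there were 2222 genes, and the libraries of the 2 groups did not overlap in 30.4% of the genes tested, against 10% by chance. The alternative that moved these counts most was a set of size factors recovered from the authors' tables and chosen after seeing the data. In DESeq2 it gave 1686 genes higher and 19 lower, a share of 98.9% higher against 72.7% with TMM. Those factors moved the median log2 fold change of all genes from -0.02 to 0.38. Single libraries also moved the counts. Higher calls fell to 334 without wild-type male replicate 1 and to 376 without replicate 2. Lower calls fell to 71, 91 and 105 without wild-type male replicates 1, 2 and 3. They fell to 137, 139 and 76 without wild-type female replicates 1, 2 and 3, and to 151 without labelled male MLE mutant replicate 1.

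The largest fitted rises in females among genes whose libraries did not overlap were those of CG43236, CR43855 and CG13227, and the largest falls were those of roX2, Fbp1 and roX1. CG43236 (FBgn0262881, chromosome 2R) stood at 15.8 ± 13.3 CPM in females and 0.160 ± 0.146 CPM in males (SD, n = 3 each). Its call (adjusted p = 0.0255 from edgeR's quasi-likelihood test) was lost under 6 of 21 alternatives, with adjusted p between 7.97e-05 and 0.0959; of the wild-type libraries, it did not survive the loss of female replicates 1 or 3 or of any male replicate. CR43855 (FBgn0264437, chromosome 2L) had 29, 8 and 104 counts in the 3 female libraries and 2 in males, a ratio of 85.4 (95% exact interval 23.2 to 712). Without female replicate 3 the ratio was 28.6. It overlaps Sema1a on the opposite strand, and since the counting is not stated to use strand its value is uncertain; its call was lost without any 1 of the wild-type male replicates. CG13227 (FBgn0033589, chromosome 2R) had 94 counts in females and 1 in males, a ratio of 114 (95% exact interval 19.9 to 4545). In labelled male MLE mutants CR43855 had 262 counts and CG13227 had 140, also far above wild-type males. Each labelled male mutant library lay above every wild-type male library for CG43236. The groups of labelled female and male mutants overlapped for all 3 genes, so a sex bias outside the wild-type comparison is not shown.

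The RNA of roX2 (FBgn0019660; X chromosome, 11579065 to 11580432) stood at 0.495 ± 0.403 CPM in wild-type females and 872 ± 207 CPM in wild-type males (SD, n = 3 each). Its log2 fold change was -10.65 (SE 0.49, adjusted p = 1.16e-06 from edgeR's quasi-likelihood test). That of roX1 (FBgn0019661; X chromosome, 3857230 to 3862697) was -3.69 (SE 0.14, adjusted p = 3.89e-07 from the same edgeR test), from 4151 ± 214 CPM in males to 321 ± 59.2 CPM in females (SD, n = 3 each). roX1 overlaps ec on the opposite strand, which leaves part of its count uncertain. Fbp1 (FBgn0000639, chromosome 3L) stood at 1.72 ± 1.02 CPM in females and 135 ± 109 CPM in males (SD, n = 3 each). Its call (adjusted p = 0.0148 from edgeR, between 3.11e-13 and 0.0651 across alternatives) was lost without any 1 of the wild-type female replicates.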

The differential expression statistics from both protocols show a high concordance (Fig. 3d, false discovery rate (FDR) Up: 9.47e−28; Down: 2.8e−09; see “Methods”). Although RNA-seq predicted more differentially expressed (DE) genes at a fixed FDR cutoff, the direction of changes in MAPCap were in agreement with RNA-seq (Supplementary Fig. 5a,c). 

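Among the 9192 protein-coding genes tested in the RNA-seq data, 582 were called higher and 219 lower in wild-type females than in wild-type males. The authors' size factors, chosen after seeing the data, gave 1096 and 12 in edgeR and 1584 and 16 in DESeq2. DESeq2 with its own factors gave 370 lower, and edgeR on the 6 libraries 132 lower. The higher calls fell to 321 and 363 without wild-type male replicates 1 and 2. The lower calls fell to 144 without labelled male MLE mutant replicate 1, to 132, 132 and 70 without wild-type female replicates 1, 2 and 3, and to 65, 86 and 99 without wild-type male replicates 1, 2 and 3. In labelled male MLE mutants against wild-type males, 1416 protein-coding genes were called higher and 1353 lower. DESeq2 with its own size factors gave 1547 and 1553 for the same comparison, and TMM factors from autosomal genes gave 1067 and 1736. The authors' factors gave 486 and 1046 in edgeR and 618 and 1328 in DESeq2. With no filter on low counts there were 1068 and 1323. The balance of higher and lower calls therefore depends on the scaling and on the filter. The higher calls among protein-coding genes fell to 943 and 709 without labelled male MLE mutant replicates 1 and 2, and to 901 and 796 without wild-type male replicates 1 and 3. The lower calls fell to 881 without labelled male MLE mutant replicate 1. In females, 95 protein-coding genes were called higher and 74 lower in the labelled MLE mutants. DESeq2 with its own size factors gave 214 and 199, edgeR on the 6 libraries alone gave 30 and 33, edgeR without a filter 59 higher, and the authors' factors in edgeR 26 and 38. Higher calls in females fell to 50 and 58 without labelled female MLE mutant replicates 1 and 2, to 58 without labelled male MLE mutant replicate 1, and to 41, 32 and 53 without wild-type female replicates 1, 2 and 3. Lower calls in females fell to 43 and 38 without labelled female MLE mutant replicates 1 and 2, and to 44 and 33 without wild-type female replicates 1 and 2. Reads on 5'-UTRs alone were not analysed here, so these calls rest on whole genes.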

The GO term analysis of genes DE in MAPCap and RNA-seq also point to the same biological processes (Supplementary Fig. 5b), suggesting that MAPCap produces results in concordance with RNA-seq.

In order to detect changes in the level of TSS expression, we performed differential expression analysis at all TSSs detected by MAPCap in wild-type and mutant larvae. We utilized counts from our capped spike-in RNAs for normalization of fold-changes (see “Methods”). 

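In the RNA-seq data the gene msl-2 (FBgn0005616; chromosome 2L of dm6, 3462218 to 3466112) stood at 97.9 ± 0.828 CPM in wild-type males and 38.5 ± 3.85 CPM in wild-type females (SD, n = 3 each). The log2 fold change of females against males was -1.35 (SE 0.14, adjusted p = 0.000542 from edgeR's quasi-likelihood test), and each female library lay below each male library. The difference stayed past the threshold under all 21 alternatives set in advance, between -1.41 and -1.27, with adjusted p between 1.43e-19 and 0.00348. In labelled MLE mutants msl-2 stood at 113 ± 6.48 CPM in males and 30.3 ± 6.22 CPM in females (SD, n = 3 each). Neither sex's labelled mutants passed the threshold for msl-2 against wild-type (log2 fold change 0.20, adjusted p = 0.270 in males, and -0.34, adjusted p = 0.229 in females, both from edgeR).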

While most TSSs did not show a strong significant sex-specific (or sexually dimorphic) expression bias (Supplementary Fig. 5d), both MAPCap and RNA-seq identified a high expression bias for *Msl2* in males. We also detected sex-specific activity of promoters such as male-specific activity of *Lsp1alpha* and *beta* and female-biased activity of *Sp1* promoter (Supplementary Fig. 5a,d, see “Discussion”). The analysis of wild-type male and female brains indicated male-specific usage of three *roX1* promoters, along with one *roX2* and *Msl2* promoter. Interestingly, we observed a developmental stage- and sex-specific promoter usage of *roX1* RNA (Fig. 3e, see “Discussion”). Comparison of wild-type with mutant larvae revealed a global decrease in promoter activity of most expressed genes on the male X chromosome (Up: 241, Down: 1782; at FDR < 0.05, Fig. 3f), while females showed almost no significant effect (Up: 0, Down: 4; at FDR < 0.05). We also tried alternative normalization methods that do not require spike-ins, such as TMM^56^, upper quartile^57^ and RLE/DESeq2^58^. These methods, however, produced a more balanced number of upregulated and downregulated TSSs. Among all methods, TMM showed the highest bias towards the proportion of downregulated genes on X chromosome, however, producing the smallest set of DE TSS (Up: 271, Down: 260; at FDR < 0.05; Supplementary Fig. 5i). Similar result was obtained for gene-level differential expression analysis in RNA-seq with DESeq2 (Supplementary Fig. 6a), suggesting that spike-in normalization provides more useful differential expression estimates.

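With TMM normalization, 1537 genes were called higher and 1408 lower in labelled male MLE mutants than in wild-type males, out of 9909 tested. At an unadjusted p under 0.05 there were 4126 genes, and the libraries of the 2 groups did not overlap in 45.9% of the genes tested, against 10% by chance. With RLE factors the counts were 1449 higher and 1468 lower, with upper quartile factors 1546 and 1285, and with DESeq2 and its own size factors 1685 and 1620. TMM factors taken from autosomal genes alone gave 1164 higher and 1805 lower, a share of 39.2% higher against 52.2% with TMM from all genes. The size factors recovered from the authors' tables, chosen after seeing the data, gave 550 higher and 1095 lower in edgeR (33.4% higher) and moved the median log2 fold change of all genes from 0.04 to -0.16. Higher calls fell to 1015 and 778 without labelled male MLE mutant replicates 1 and 2, and to 983 and 867 without wild-type male replicates 1 and 3. Lower calls fell to 922 without labelled male MLE mutant replicate 1.

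Of the 1408 genes called lower, 832 (59.1%) lay on the X chromosome, which holds 1593 (16.1%) of the genes tested (Fisher's exact test, odds ratio 14.7). Of the 1537 genes called higher, 72 (4.68%) lay on it (odds ratio 0.221, p = 8.62e-50, two-sided Fisher's exact test). These tests describe the calls of this fit, since neighbouring genes are not independent. The median log2 fold change was -0.53 on the X chromosome (median SE 0.17), where 83.4% of the genes were lower, and 0.11 on the large autosomes. The difference of these medians was -0.64, a 1.56-fold decrease of the X chromosome relative to autosomes, which no single scaling factor per library can change. With autosomal TMM factors the X median was -0.62.

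Per library, the X chromosome minus autosomes stood at -0.64, -0.64 and -0.59 (log2, against the wild-type mean) in the labelled male MLE mutants, a mean of -0.62 ± 0.029 (SD, n = 3), while the wild-type males spread by 0.0048 (SD, n = 3). All 3 mutant libraries lay below all 3 wild-type libraries (exact permutation test, two-sided p = 0.1, the smallest possible). In females the labelled mutants stood at -0.03 ± 0.032 (SD, n = 3; exact permutation test, two-sided p = 0.4), and only 1 lay below all wild-type females. The difference between the sexes was -0.60 (exact permutation of genotypes within each sex, 400 relabellings, two-sided p = 0.085). Relabellings that keep the male libraries in their groups give values close to the real one whatever the females do, which limits that test.

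The paper reports that normalization methods without spike-ins gave a more balanced number of upregulated and downregulated TSSs, and that DESeq2 on RNA-seq gave a similar result. From this it proposes that spike-in normalization yields more useful differential expression estimates. Spike-in counts were not used here.

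**Figure D1:**
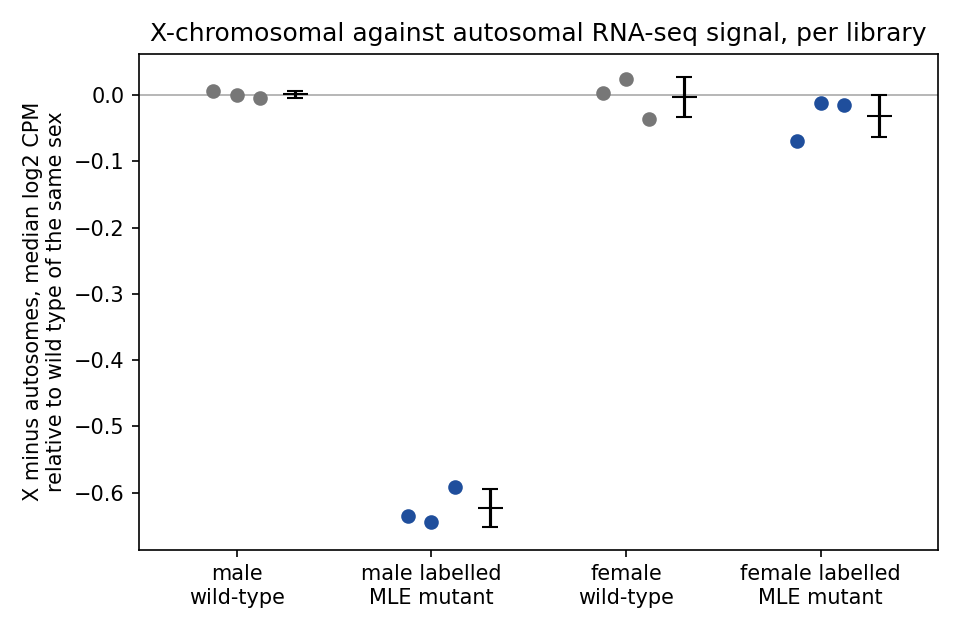
X chromosome minus large autosomes (median log2 CPM of each library against the wild-type mean of its sex) for the 12 RNA-seq libraries in 4 groups. Points are libraries and bars are mean ± SD (n = 3); the labelled male MLE mutants sit between -0.64 and -0.59, below the libraries of the other groups.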

Although a small number of TSSs showed sexually dimorphic expression bias (25 female and 29 male biased TSSs at FDR < 0.1), our visual inspection of these loci revealed an interesting effect: these sexually dimorphic TSSs seem to be downregulated in MLE mutants (Supplementary Fig. 5g, h). Indeed, statistical analysis showed a clear trend: promoters with sex-specific activity were downregulated in corresponding MLE mutants, for both males (FDR = 4.04e−13) and females (FDR = 7.21e−11, Fig. 3f, Supplementary Fig. 5e, f). While 31% (9 out of 29) of these male-specific TSSs were on the X chromosome, only 16% (4 out of 25) of female-specific TSSs were on the X. Taken together, this analysis indicated a potentially unexpected function of MLE in the regulation of sexually dimorphic promoter activity on both X and autosomes.

### Quantifying changes on X chromosome during dosage compensation defects

We next focussed on the effect of MLE on male X chromosome. Of the 1782 TSSs significantly downregulated in MLE mutant males, 605 (34%) were on X chromosome. On the contrary, only 14 (6%) of the upregulated TSS were from X chromosome. X-chromosomal promoters showed a median 1.92-fold downregulation in male mutants (median log2 fold-change = −0.9436, Median Std. Err = 0.472). Divided by expression quartiles, the TSSs showed a downregulation of 1.86–2.02-fold, with the highest variability observed in TSSs with the least expression (Supplementary Fig. 6b). Further, we found that the TSSs on X are on average (median) downregulated by 1.38-fold compared to autosomes in males (Figs. 4a) and 1.8-fold compared to X chromosome in females. We then examined the effect on TSSs based on their location and biotype. Annotated start sites and UTRs respond the strongest in the KOs, while intergenic and antisense TSSs responded the least (Supplementary Fig. 6c). Comparing the biotypes of TSSs, we found that long non-coding RNAs (lncRNAs; which include the strongest MLE targets, *roX1* and roX2) respond the strongest to the MLE KO. Interestingly, we find that TSS-distal enhancer RNAs show a downregulation remarkably similar to the protein-coding transcripts (median fold-change: eRNA = 0.488, protein-coding 0.499; *P* = 0.83, Wilcoxon test, Fig. 4b), suggesting that eRNAs are equally dosage compensated as protein-coding genes.

**Fig. 4:**
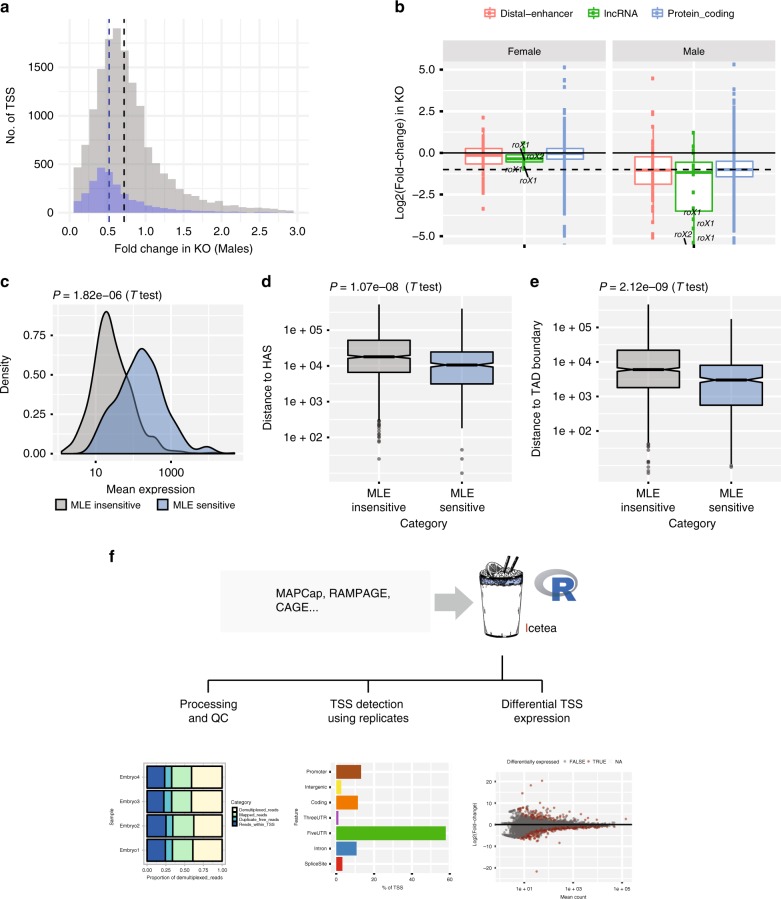
MLE (maleless) sensitivity of X chromosome promoters. **a** Histogram of fold-changes in transcription start site activity in male knockouts (KOs) compared to wild type, for genes on X (blue) and autosomes (grey). **b** Effect of KO on the expression of eRNAs (*n* = 63), lncRNAs (*n* = 16) and protein-coding genes (*n* = 1721) on the X chromosome (boxplots = median and IQR, dashed line = 2-fold). **c** Mean expression (replicates) of MLE sensitive (605) and insensitive (1047) X-chromosomal promoters. **d** Distance to high-affinity sites (HAS) for a subset of MLE sensitive (377) and insensitive (136) X-chromosomal promoters (in bp). The subset was selected such that mean expression difference between the two groups become insignificant. **e** Distance to topological domain (TAD) boundary for the same subset of promoters (in bp). **f** A summary of the functionalities of the “icetea” bioconductor package. Outputs of three functions: plotReadStats, annotateTSS, and detectDiffTSS, are shown (left to right)

We next asked which factors are associated with the change in TSS expression in MLE mutant males. When we compared the expression of MLE sensitive (FDR < 0.05) and insensitive (FDR > 0.5) promoters on the X chromosome, we found that MLE-sensitive promoters have significantly higher expression than the MLE-insensitive promoters (Fig. 4c, *P* = 1.82e−06; two-sided *T* test). Promoters with very low expression could also show no significant change due to the low power of differential expression analysis^58^. We therefore restricted the comparison between these groups to a subset of promoters with normalized counts between 100 and 100,000, which have similar mean expression between the two groups (*P* = 0.1644, two-sided *T* test). We first tested how the genes with MLE-sensitive and -insensitive promoters compare to a previously published study that assigned a dosage compensation score to transcripts based on their expression during the onset of dosage compensation in early embryonic development^28^. Genes with MLE-sensitive promoters seem to be tightly dosage compensated (median compensation score = 0.998), while genes with MLE-insensitive promoters show a compensation score similar to those on autosomes (Supplementary Fig. 6d). Further comparing these two groups, we found that the MLE-sensitive promoters were located significantly closer to the HAS, which are considered to be sites important for MSL complex recruitment on the X chromosome (Fig. 4d, *P* = 1.07e−08; two-sided *T* test). Furthermore, MLE-sensitive promoters were found to be significantly closer to the boundaries of TADs in flies (Fig. 4e, *P* = 2.12e−09; two-sided *T* test). Overall, this analysis suggested that promoter location plays an important role in its sensitivity to dosage compensation.

### icetea simplifies TSS detection and expression analysis from promoter-profiling data

We implemented the processing and analysis methods described in this manuscript in an easy-to-use R package called icetea. icetea can perform sample de-multiplexing and removal of PCR duplicates for MAPCap and RAMPAGE protocols. It also employs our new TSS detection approach that takes advantage of biological replicates (Fig. 4f). Further functions for quality control and quick annotation of detected TSS are also implemented (Supplementary Fig. 6e, f, see “Methods”). Differential TSS expression analysis can be performed between groups of samples using either previously established internal normalization methods (see “Methods”) or external/spike-in normalization, allowing accurate quantification of changes in transcript expression. icetea is especially suitable for end-to-end analysis of paired-end 5’ profiling techniques, such as MAPCap and RAMPAGE. However, it can easily be used for analysis of CAGE, GRO-Cap and other promoter-profiling protocols. icetea is open source and available for use via Bioconductor (https://bioconductor.org/packages/icetea) and the source code is available on GitHub (https://github.com/vivekbhr/icetea).

## Discussion

In this study, we introduce MAPCap, an easy to perform promoter-profiling technique that allows processing dozens of samples in about 16 h of time. We further combine MAPCap with the icetea software that simplifies TSS detection and analysis of differential TSS activity using biological replicates in about 7–8 steps. The MAPCap protocol along with icetea analysis provides most of the benefits of CAGE and RNA-seq but at a fraction of total cost and time of performing both the protocols. We demonstrate that MAPCap shows sufficient enrichment at TSS for starting material up to 100–500 ng. This is >10-fold lower than the latest CAGE protocols^9,59^, 5–10-fold lower than RAMPAGE^37^ and in the same range as nanoCAGE^60^. Two recent protocols, SLIC-CAGE^7^ and C1-CAGE^8^, have shown ≤10-fold input requirements than MAPCap, but they require more PCR cycles, together with specialized reagents and equipments. In this comparison, we multiplexed low-input samples with those with higher RNA abundance (5 μg), which might affect TSS enrichment of these samples due to RNA composition bias^56^. Therefore, we expect that multiplexing samples with similar RNA abundance, along with a replicate-based analysis implemented in icetea, could further improve TSS detection and differential analysis on low-input samples. Instead of cap-trapping (nAnT-iCAGE) or template-switching (nanoCAGE, RAMPAGE), MAPCap utilized affinity purification using an antibody, eliminating several protocol-specific optimization or difficult steps. Further, the s-oligos used by MAPCap can also be used for in vivo RNA–protein interaction analyses^33^ or for RNA-seq, allowing a wider scope of integrative analysis. We propose that this approach would prove optimal for transcript annotation and gene expression analysis of newly assembled as well as annotated genomes.

Analysis of MAPCap data revealed the dynamics of sex-specific promoter usage as well as transcript expression. Comparison of promoter activity between wild-type males and females showed male-specific expression of multiple subunits of *Larval serum protein 1* (*Lsp1*) on the X chromosome (Supplementary Fig. 5d). *Lsp1* and 2 proteins are highly expressed in fat bodies, which are commonly found associated with brain and are important for metamorphosis and reproduction^61^. *Lsp1alpha* is a recently evolved gene that has been shown to lack dosage compensation on its endogenous site the X chromosome, although it is capable of dosage compensation at an ectopic location^62,63^. Confirming this observation, we find *Lsp1alpha* as one of the least MLE-sensitive promoter in our analysis (FDR = 0.91). Interestingly, the *beta* and *gamma* subunit of the *Lsp1* heterohexamer complex, which are located on chromosomes 2 and 3, respectively, also show male-specific expression, although they do seem to show some level of MLE sensitivity (FDR = 0.08 and 0.14, respectively). Similarly, we detect other sex-specific expression of genes involved in mating behaviour and reproduction, such as male-specific *Obp99b* and female-biased expression of *Sp1*^64^, *peb*^65^ and other genes (Supplementary Fig. 5a, d). Interestingly, many of these sex-biased genes, even those on autosomes, show MLE sensitivity in females. Unlike males, MLE is seen to bind on all chromosomes in females^66^; however, the function of MLE on female autosomes is less well studied. Our observations point towards a role of MLE in regulating the expression of sex-specific genes in both males and females, independent of X chromosome.

We also observed stage- and sex-specific expression of *roX1* isoforms through utilization of different promoters (Fig. 3e). *roX1* RNA, which becomes sexually dimorphic during development^67^, is predicted to produce five transcript isoforms using three different promoters. While embryos seem to utilize the 3’-most promoter, female larvae (with a very low *roX1* expression) tend to use the middle and 3’-promoter equally. Male larvae, which clearly show a very high expression of *roX1*, mostly utilize the middle promoter. As this promoter variability leads to a shorter isoform in male larvae, this points to a developmental stage-specific role of *roX1* isoforms in dosage compensation. All three promoters display a loss of expression upon MLE KO, suggesting that MLE is required for the stable expression of all three *roX1* RNA isoforms^67,68^.

After appropriate external spike-in normalization, TSSs on the male X chromosome show a median 1.92 downregulation upon MLE KO. Further comparison between chromosome and sexes corroborates previous analysis of dosage compensation, which suggested a median 1.1–1.8-fold dosage compensation between X and autosomes^69^ and a 1.6-fold dosage compensation between sexes^70^. It should be noted that these analyses are based on hemizygosity/copy number changes between genes while ours is based on a direct perturbation of the dosage compensation system. Promoter-proximal MAPCap analysis clearly indicates significant changes in TSSs upon depletion of MLE. It will be interesting to use methods such as NET-seq^71^ and TT-seq^72^ in order to distinguish between the contribution of initiation and elongation rates in dosage compensation.

Further, our analysis indicated factors that influence variability in dosage compensation at promoters. Previous analyses from our group^73^ and others^74^ have shown that X chromosomal HAS for the MSL complex are located close to TAD boundaries and form a cluster of spatial interaction on X chromosome. Using our data, we investigated whether the distance to the HAS or TAD boundaries could have a functional consequence in promoter activity during dosage compensation. We find that certain promoters have a low sensitivity to MLE, indicating that transcripts originating from these loci might “escape” dosage compensation in males. These MLE-insensitive promoters have lower wild-type expression compared to the MLE-sensitive promoters and are located further from HAS as well as TAD boundaries. This sounds counterintuitive since at least a subset of HAS have been shown previously to support a recruitment of MSL complex independent of MLE^75–77^ and therefore promoters close to HAS can be hypothesized to dosage compensate without MLE. However, despite studies suggesting a weak recruitment, the functional activity of the MSL complex at these promoters is uncertain. Our analysis does not resolve the issue whether MSLs could be recruited to HAS without MLE, but it does suggest that these promoters fail to dosage compensate in the absence of MLE. Interestingly, a recent study of *roX1/2* double mutants (which produce an effect largely similar to MLE mutants) has performed a similar analysis and arrived at a similar conclusion that genes >30 kb away from HAS are less sensitive to the absence of *roX* and to the bound MSL complex^78^. Furthermore, our observations on the relationship between MLE sensitivity and TAD boundaries seems to be in line with observations on X inactivation in mammals, where genes shown to escape inactivation are shown to be near TAD boundaries^79^.

By combining our promoter-profiling protocol MAPCap and analysis software icetea, the data sets and analyses presented in our study serve as a useful resource on sex-specificity and MLE sensitivity of *Drosophila* promoters. As our approach is annotation-agnostic, it could easily be applied in future to genomes of other species in order to understand genome-wide differences in promoter activity between tissues, sexes and conditions. Further, the ability to de novo detect and quantify differential expression of TSSs would prove useful for studies that require detection and relative quantification of lowly expressed RNAs, such as tissue-specific changes in eRNA expression, effects of genomic imprinting or changes in lncRNA expression between wild-type and mutants/KOs. Finally, we envision that our fast and easy-to-use approach would be suitable for clinical investigation of changes in non-coding RNA expression in diseases.

## Methods

### Cells

S2 cells (gift from the Butros Laboratory, Heidelberg) were cultured in Express Five SFM media (Thermo Fisher) supplemented with 10% (v/v) Glutamax (Thermo Fisher). Cultures were maintained adherent or in shaking incubators at 27 °C at a speed of 80 rpm. Cells were kept at a density of 1–16 million/mL.

### Fly culture and genetics

Fruit flies (*D. melanogaster*) were reared on standard cornflour-molasses medium [1 L water, 12 g agar–agar threads, 18 g bakery yeast, 10 g soya flour, 80 g cornflour, 22 g molasses, 80 g malt extract, 2.4 g 4-hydroxibenzoic acid methylester (Nipagin), 6.25 mL propionic acid] at 25 °C, 70% relative humidity and 12 h dark/12 h light cycle. mle9 is a gamma ray-induced loss-of-function allele (deletion) of mle, generated by Scott M and Lucchesi J, and first reported in refs. ^32,80^. mle9, cn, bw/CyO flies (BDSC #5873) have been ordered from the Bloomington *Drosophila* Stock Center (BDSC) and rebalanced with the help of w; CyO, Act5C-GFP/If to generate the w; mle9, cn, bw/CyO, Act5C-GFP flies used in this study.

### Generation of capped ERCC spikes

ERCC mix 1 was reverse transcribed using SuperScript III (Invitrogen). Ten spike sequences were chosen from the ERCC spike DNA and PCR primers were designed to produce ~500-bp long DNA fragments (Supplementary Information). At the 5’-end, we inserted a T7 class II promoter *ϕ* 2.5, which has been shown to create more homogenous 5’-end transcription promoter sequences^81^. Spikes were in vitro transcribed using the T7-FLASHScribe Transcription Kit (CellScript) according to the manufacturer’s instructions and purified using the MegaClear Kit. In vitro capping was performed with Vaccinia Capping System (NEB). Potentially uncapped RNAs were degraded by treatment of spikes with Polyphosphatase (Epicentre) and Terminator exonuclease (Epicentre). Samples were cleaned using Oligo Clean and Concentrator (OCC, Zymo Research) and concentrations were measured on Qubit. A master mix was created where each subsequent spike was added at half the concentration of the previous spike, starting from 8 fmol/μL.

### MAPCap library preparation

For detailed protocol, please refer to Bhardwaj et al. (Nature Protocol Exchange, 10.21203/rs.2.9396/v1). Briefly, RNA from S2 cells, embryos (stage 15, 50 embryos per replicate) and dissected brains from third instar larvae (10 brains per replicate) was extracted using the DirectZol Kit (Zymo Research). RNA was eluted in 25 μL of RNase-free water. The concentrations were adjusted and capped ERCC spikes were added at 0.05% of input amount. For our stage 15 embryos, we diluted each replicate to 5 μg of total RNA and added the spike-ins ranging from 0.0004% to 0.05%. To remove abundant capped RNAs (snRNAs, snoRNAs) as well as rRNA contamination, we added antisense DNA oligos (Supplementary Information) targeting the RNA species detected from a preliminary MAPCap run. Eight-μL of oligo mix were added together with 4 μL of 10× terminator buffer A (Epicentre). The RNA was heated to 70 °C for 2 min followed by an active cooling in the Thermomixer (Eppendorf) to 37 °C. Upon reaching this temperature, 1 μL of RNaseH (Life/Invitrogen) was added and incubated at 37 °C for 30 min. The samples were then heated to 70 °C for 2 min, put immediately on ice for 1 min and 1 μL of Terminator exonuclease was added for 1 h at 30 °C. RNA was purified using RNA clean and concentrator (Zymo Research) and eluted with 100 μL TE buffer. The samples were fragmented using a Covaris E220 Ultrasonicator (200 cycles/burst, Duty cycle 5, 175 W, 10%) for 180 s per sample. Fragmented RNA was incubated with 2.5–5 μg of anti-m7G antibody (SYSY, cat. no. 201001) pre-coupled to Protein G magnetic beads for 1 h in IPP buffer (50 mM Tris-HCl pH 7.4, 150 mM NaCl, 0.1% NP-40) rotating at 4 °C. Beads were washed three times with IPP and RNA 3’-ends were dephosphorylated using PNK for 30 min at 37 °C. Beads were washed and the s-oligo was ligated using T4 RNA Ligase 1 for 1 h at 25 °C. s-oligos contain barcode and random nucleotides in the following pattern NNNNNTTTTTTNN (N = random nucleotide; T = barcode nucleotide). Excess s-oligos were washed away with IPP buffer and samples were pooled together. After 30 min of treatment with rSAP at 30 °C to dephosphorylate the s-oligo, the RNA was released from the beads using Proteinase K treatment and column purification (Oligo Clean and Concentrator (OCC), Zymo Research). Isolated RNA was reverse-transcribed using SuperScript III (Invitrogen) for 10 consecutive minutes at 42, 50, 55 and 65 °C. After 30 min treatment with RNaseH, the cDNA was column-purified using OCC and circularized with CircLigase2 for 2–16 h. One-μL of circularized cDNA was taken to determine the amplifications cycles using quantitative PCR. After PCR amplification, the libraries were cleaned up twice using 1× Ampure beads (Beckman Coulter), quantified with Qubit (Thermo Fisher Scientific) and the quality was assessed on Bioanalyzer (Agilent). MAPCap libraries were sequenced on Illumina NextSeq 500, 3000 or HiSeq 2000.

### MAPCap in mouse ESCs

The hybrid mouse female ESC line F1–21.6 (129Sv-Cast/EiJ) was grown on Attachment Factor (Gibco) coated dishes in 2i medium containing Dulbecco’s modified Eagle’s medium (Gibco) supplemented with 15% KnockOut Serum Replacement (Gibco), Penicillin/Streptomycin (Sigma), 1000 U/mL LIF (Millipore), sodium pyruvate (Gibco), non-essential amino acids (Gibco), Glutamax (Gibco), 100 µM β-mercaptoethanol (Gibco), 5 µg/mL insulin (Sigma), 1 µM PD0325901 (Axon) and 3 µM CHIR99021 (Axon). Cells were maintained in a humidified incubator at 37 °C and 5% CO_2_.

Total RNA was prepared from 70–80% confluent 10-cm dishes using Trizol (Ambion) according to the manufacturer’s instructions. Poly(A)-RNA was isolated from 5 µg of total RNA (mixed with spike-ins added at 0.05% of input) using Dynabeads Oligo-(dT)25 (Thermo Fisher). In order to remove traces of rRNA contamination in poly(A)-RNA samples, anti-sense DNA oligos were used with a sequential RNaseH and terminator exonuclease treatment. RNA fragmentation, IP and library preparation were performed as described above.

### Processing of MAPCap data

Paired-end FASTQ files were trimmed for adaptors using Trimmomatic^82^ (v 0.3.7). Samples were de-multiplexed by icetea (v0.99, demultiplexFastq) using provided barcode information and mapped to the dm6 genome using Rsubread^83^ (v 1.22.3, mapping wrapper provided in icetea). For de-duplication, we consider all reads mapping to the same 5’-position and having the same random barcode as duplicates and only keep the first instance of each such alignment (using icetea—filterDuplicates). BigWigs were created using deepTools^84^ (v3.0.2) bamCoverage and bamCompare, with the option “–offSet 1–binSize 1–normalizeUsing CPM”. Quality control was performed using deepTools and multiQC^85^ (v1.3). Genomic regions were plotted using pyGenomeTracks^86^ (v2.0). The MAPCap data processing workflow (described in Supplementary Fig. 3A) is available at https://github.com/vivekbhr/cage_pipeline. For allele-specific mapping of mouse ESC data, we mapped the MAPCap data on a modified GRCm38 (mm10) genome using STAR (v2.6.1)^87^ with options “–sjdbOverhang 100–readFilesCommand zcat–outSAMunmapped Within–outSAMtype BAM SortedByCoordinate–outSAMattributes NH HI NM MD”. The genome was created using SNPsplit^88^ using options “–dual_hybrid–full_sequence” and strains 129S1_SvImJ and CAST_EiJ using the VCF files (v5) from the mouse reference genome project^89^. After mapping, the alleles were sorted using SNPsplit sort with option “–paired”. TSS were detected using the paraclu method^42^ on sorted paternal and paternal genomes using parameters described in section “Evaluation of TSS accuracy”.

### Processing of external data sets

For comparison with MAPCap, external data sets were downloaded from GEO (Supplementary Table 1). We trimmed the first “G” nucleotide using trimgalore (v0.4.4) for CAGE, with parameters: trim_galore–clip_R1 1–trim-n; and for RAMPAGE, with parameters:–paired–clip_R1 4–trim-n. Data were mapped to the dm6 genome using subread (subjunc; parameter: -d 10; same as with MAPCap). PCR duplicates were removed in CAGE data using picard MarkDuplicates (v2.13.2), while for RAMPAGE data using icetea (filterDuplicates) considering the 15 bp sequence from read 1 as the random barcode. To calculate correlation of signal, we counted reads on all non-overlapping 5’-UTRs of genes (22,148 regions from 13,378 genes) using the bioconductor package GenomicAlignments (summarizeOverlaps, mode = “IntersectionNotEmpty”). Fragments were counted for all data sets instead of the single-end CAGE data. Counts were normalized using counts per million (CPM) for correlation and plotting. To additionally compare correlation between replicates at the detected TSS, we downsampled MAPCap (embryo) and CAGE (S2 cells) data to 1 million reads and performed peak calling using paraclu on pooled reads before or after duplicate removal. We then computed Pearson correlations and plotted the signal (log(CPM + 1)) between replicates on these detected TSSs.

For evaluation of TSS, we processed the DNAse-seq data of late-stage embryos^43^ and S2 cells^90^ using snakePipes (v1.1.2) DNA-mapping workflow^91^ with the parameters “–trim–fastqc–mapq 5 dm6”. We then performed peak calling using MACS2 (v 2.1.2)^44^ using parameters “-f BAM -g 142573017 -q 0.001”. Replicates were merged for S2 cells before peak calling. We also processed the ChIP-seq data for three active histone marks (H3K4me3, H3K4me2 and H3K27ac) from modENCODE^92^ and processed them using snakePipes DNA-mapping (parameters: “–trim–fastqc–mapq 5–dedup dm6”) and ChIP-seq (parameters: “–single-end”, MACS2 -q “0.005”) workflows. The union of resulting peaks were considered “active peaks” for the analyses.

For comparison of MAPCap and nAnTiCAGE in mouse ESCs^7^, we mapped both data sets using STAR (v2.6.1)^87^ on the GRCm38 (mm10) mouse genome. We downsampled the mapped files to 1 Mil and the duplicate-removed file (for MAPCap) to 100K reads. We performed the quality checks, correlation of signal and metagene profiles on all annotated genes (Ensembl-91) using deepTools (v3.1).

### Evaluation of TSS accuracy

For evaluation of TSS detection accuracy, we used the paraclu method^42^ to cluster CAGE tags from CAGE, RAMPAGE and MAPCap data. We used the 12–14 h sample from modENCODE, and merged the 12, 13 and 14 h samples from RAMPAGE to compare with merged (embryos 1–4) samples from MAPCap data. All samples were then downsampled to 5 million reads (keeping only R1 for MAPCap and RAMPAGE) and paraclu was run with the parameters: min_value = 1, min_density_rise = 1, min_pos_with_data = 1, min_sum = 1, min_width = 3, max_width = 300 (i.e. all criteria such as minimum reads used for clustering and minimum density of reads per cluster etc. were kept to the lowest, and tag clusters of length 3–300 bp were considered for analysis).

The score (sum of reads at detected TSS) provided by paraclu for each tag cluster was used to calculate precision and sensitivity. Scores between 10 and 1000 were plotted for the evaluation of true and false positive (TP/FP) and precision-recall curve (PRC). For the calculation of true and false positives, we used the RNA-seq data of 12–14 h embryo from modENCODE^93^ and calculated transcript-level TPMs using Salmon (v0.9.1)^94^. Transcripts with TPM > 1.0 were considered “expressed” and the expressed transcripts that overlapped with a DHS peak but were not detected by the promoter-profiling methods were considered “false negatives”. TSSs that were detected by the methods in genic regions but did not overlap with a known TSS (±100 bp) in dm6 (ensembl-79) annotation were considered “false positives”. For comparison between MAPCap and other protocols, we obtained optimal F1-score for each protocol independently by testing various density_rise (between 1 and 30) and min_sum (between 1 and 50) cutoffs. To add orthogonal evidence for unannotated TSSs, we overlapped the false positive peaks with DNAse-seq data from late-stage embryos and ChIP-seq “active peaks” (see above). For comparison between icetea and paraclu, we additionally also compared the TP/FP and PRC at various density_rise cutoffs (difference between maximum and minimum signal at TSS). To show application of icetea on data from MAPCap and CAGE at equal depth, we downsampled the MAPCap data (embryos, 4 replicates) and CAGE data (S2 cells, 2 replicates) to 1 million reads and repeated the above analysis.

### TSS detection and differential TSS usage analysis using replicates

For the detection of TSSs using replicates, we first count the 5’-end of reads in 10 bp sliding windows (*w*) across the genome for all samples (with a slide of 5 bp). For each window, we also calculate all 5’-ends of the reads falling into the corresponding 2 kb background region (*b*) centered at the window. Counting is done in a strand-specific way, using the *intersectionStrict* mode. We then calculate the fold-change (delta) of each window with respect to the background as:

1 $$\delta = {\mathrm{Avg}}(\hat \omega )/{\mathrm{Avg}}(\hat b)$$

where $${\mathrm{Avg}}(\hat \omega )$$ and $${\mathrm{Avg}}(\hat b)$$ are mean logCPM values across replicates, obtained by a fitting single-group negative binomial (NB) glm implemented in *mglmOnegroup* function of the edgeR package^95^:

2 $$\hat Ywi \sim {\mathrm{NB}}(Mi\,Pwj,\phi \,w)$$

for window *w* and sample *i*, where *Mi* is the library size of sample *i*, *ϕw* is the dispersion of the window *w* and *Pwj* is the relative abundance of the 5’-ends in window *w* for the experimental group *j* for sample *i*.

For comparison between replicate-based and paraclu method, we ran paraclu on samples using parameters described in the previous section, while for our method we obtained TSSs using a two-fold local background cutoff, followed by merging the nearby enriched windows. After merging, we re-calculated the average (mean) fold-change of the merged windows and took another cutoff of 1.5-fold, in order to obtain the final TSS. The “TSS score” (mean fold-change of merged windows) was used to evaluate the true and false positives for the analysis. Since the range of scores obtained per TSS is very different between paraclu and our method, there is no comparable cutoff for comparison of precision and sensitivity.

For differential TSS usage analysis, strand-specific counting is performed in the same way, on the union of TSSs detected across samples. Library sizes were normalized using the size factors obtained from ERCC counts using median of ratios method from DESeq2. The differential expression analysis was then performed in DESeq2 using “nbinomWaldTest” function. TSSs with and adjusted *P* < 0.05 were considered significantly different between tissues and sexes.

To perform differential gene expression analysis from MAPCap data, we summed the counts obtained from all 3’-UTRs of a gene into one and performed the normalization and differential expression using DESeq2. Spike-in normalization was performed the same way as above.

### TSS annotation

For a comprehensive annotation of our detected TSSs, we first created a mutually exclusive set of annotations from dm6 (ensembl-79) GTF file, by first separating genic from intergenic regions, followed by ranking them in this order (5’-UTR > CDS > 3’-UTR > Introns; and sense > antisense). Further the features were re-annotated by overlapping them with enhancers^49^ and repeats (RepBase release 20140131). The annotation pipeline is available as part of the full MAPCap data processing pipeline at https://github.com/vivekbhr/cage_pipeline.

### Promoter width and motif analysis

To evaluate the promoter width distribution obtained from icetea analysis, we divided our 12,921 detected TSSs into “broad” and “sharp” categories, by taking arbitrary cutoffs: > 20 bp (36.7%) and <20 bp (63.3%), respectively. We performed GO enrichment analysis of the two categories for biological processes (BP) terms and plotted them using the clusterProfiler bioconductor package^96^ (*P* < 0.01, *q* < 0.05). Further, we extracted the FASTA sequences associated with the two categories from the dm6 genome using the BSgenome package. We used 1000 randomly selected sequences from each category (without replacement) and extracted a 20, 50 and 100 nucleotide region centred at TSS for sharp TSS, broad TSS and eRNA TSS analysis. De novo motif enrichment analysis was performed via *meme*^97^ (v 4.11) using the parameters: -dna -nmotifs 10 -minw 3 -maxw 12 -seed 123 -maxsize 10000000. For visualization purpose, we ran FIMO^98^ (v 4.11.1) using the PWMs obtained from our de novo meme predictions on the genome, using the parameters: –max-strand–thresh 1e-3, and converted the resulting output to a bigWig file with binarized scores (1 = presence, 0 = absence). We additionally downloaded the TATA motif from the JASPER database^99^ (2018) and created the bigwigs the same way. Plotting was done using deepTools^84^ (v3.1) computeMatrix and plotHeatmap functions using bin size of 1 (-bs 1).

### Comparison between RNA-seq and MAPCap

To perform a fair comparison between MAPCap and RNA-seq, we extracted RNA from an independent set of fly brains using the same set-up as MAPCap. Brains were obtained from female and male L3 larvae, where three pools of larvae were utilized as replicates. Five µg RNA per replicate was used and samples were sequenced using the ribo-depleted Illumina TruSeq protocol at the depth of ~20 million each. The data were then processed via snakePipes RNA-seq pipeline^91^ (v1.0.0 beta) using the options “-m alignment,deepTools_qc–star_options–limitBAMsortRAM 60000000000–outBAMsortingBinsN 30 dm6”. snakePipes performed alignment using STAR^87^ (v2.6.1a), counting of reads on Ensembl GTF (release 79) via featureCounts^100^ (v1.6.1) and quality-checks via deepTools^84^ (v3.1.2). The gene-level counts obtained from featureCounts were then used for differential expression analysis via DESeq2^58^ (v1.20.0).

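The authors' deposited tables give, for each of 4 comparisons, DESeq2's mean normalized count, log2 fold change and adjusted p for 17387 genes. At an adjusted p under 0.05, the authors' deposited table for male MLE mutants against wild-type males holds 688 genes higher and 1362 lower. Of these, 605 and 1238 were also called, in the same direction, by edgeR from the counts, and none in the opposite direction. The authors' deposited table for wild-type females against males holds 1657 genes higher and 19 lower, of which 602 and 14 were also called here. For female MLE mutants against wild-type females it holds 77 and 80, of which 45 and 54 were also called. For female against male MLE mutants it holds 3885 and 136, of which 1086 and 108 were also called.

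The size factors behind these tables follow from the mean normalized counts and the raw counts, as 1 linear equation per gene. The solution leaves no residual over 1e-09. On a log2 scale, the recovered factors divided by median-of-ratios factors from the counts averaged 0.32 ± 0.23 in labelled male MLE mutants and 0.14 ± 0.26 in wild-type males (SD, n = 3 each). They averaged -0.24 ± 0.14 in labelled female MLE mutants and -0.26 ± 0.10 in wild-type females (SD, n = 3 each). DESeq2 with the recovered factors, an alternative chosen after seeing the data, called all 688 and 1362 genes of the authors' deposited table in the male comparison, within 692 higher and 1379 lower. Its log2 fold changes lay within 1e-06 of the deposited ones for 97.2% of the genes compared. How these size factors were made is not given in the sources used here.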

Most downstream analyses were performed on R (v 3.5.0) and bioconductor^101^ (v3.7). For the comparison of MAPCap and RNA-seq signal at genes, we obtained gene-level counts from MAPCap, using featureCounts with same parameters as RNA-seq. We then converted both RNA-seq and MAPCap counts to average log-CPM for each group, using edgeR^95^ (v3.22.3), and checked correlation. For comparison of differential expression results, we counted reads on 5’-UTRs of genes using GenomicAlignments bioconductor package (v1.16.0) using function summarizeOverlaps (mode = “IntersectionNotEmpty”). Since non-coding genes do not have a 5’-UTR, this analysis excluded non-coding genes, leaving 13,378 genes (out of 17,403 total genes). We then plotted DE genes from RNA-seq on to the *t*-statistic obtained from MAPCap fold-changes using barcodePlot from limma^102^ (v3.36.2) and performed gene-set enrichment tests using camera^103^.

### Comparison of MLE sensitivity and genomic features

All DE promoters upon MLE KO in male larvae at FDR < 0.05 were considered “MLE Sensitive” (605 promoters on X, 417 genes), while all promoters at FDR > 0.5 were considered “MLE insensitive” (1047 promoters on X, 461 genes). Since the mean expression between the two groups are significantly different, we picked promoters within the DESeq2-normalized counts between 100 and 100,000, where the mean expression between the groups are comparable (*P* = 0.164, two-sided *T* test). This includes 377 MLE-sensitive TSS (295 genes) and 136 MLE-insensitive TSSs (80 genes).

We obtained the HAS using the ChIRP-seq data of *roX* RNA in *D. melanogaster* from GSE69208^104^. Peak calling was done with MACS2 with parameters: callpeak -f BAM–qvalue 0.01 -g 120,000,000, and the top 250 peaks were used as HAS. To obtain the TAD boundaries, we re-processed previously published Hi-C data from Kc167 cells^86,105,106^ on to dm6 genome using hicExplorer (v1.8.1)^86^. TAD calling was done with the parameters: –minDepth 20000–maxDepth 50000–step 2000–delta 0.01–maxThreshold 0.27–lookahead 5. Finally, distance of promoters to HAS and TAD boundaries were calculated using GenomicRanges^107^ (v1.32.7) in bioconductor.

### TSS analysis methods implemented in the icetea package

The icetea package developed during this study implements functions for an end-to-end analysis of data from MAPCap as well as other promoter-profiling methods. Icetea analysis begins by creation of an S3 object of class “CapSet”, which holds the metadata for each step of the analysis, along with the detected TSS (as a GRangesList object). The CapSet object can be created either using the raw (multiplexed) FASTQ files or directly using mapped and/or filtered BAM files. FASTQ demultiplexing can performed using the protocol-specific barcode positions, and the data can be mapped using a wrapper to the RSubread package. In order to remove PCR duplicates, the filterDuplicates function of the icetea package iterates through genomic positions and matches the random barcode/UMI at each position. In case of reads with same barcode and 5’-position, only the first instance of the read is kept. This function is currently supported for both MAPCap and RAMPAGE data. TSS detection is performed using the local enrichment method (described above) where the sliding window width can be specified by the users for flexibility. Broad TSS are automatically detected by aggregating multiple instances of consecutively enriched windows (user-defined threshold). In order to compare TSS activity between groups of samples, icetea implements various normalization methods, such as TMM (Robinson and Oshlack^56^) and RLE (Love et al.^58^) (size factors calculated from all detected TSS), “window TMM” (TMM size factors calculated using large windows in the genome), upperquartile^57^ and “external” (such as size factors calculated using spike-ins, used in this paper).

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Peer Review File

Reporting Summary

## Data Availability

Raw sequencing data sets, normalized bigWigs and RNA-seq differential expression results have been deposited to GEO under the accession number GSE125831. Detected TSS and differential TSS results are available on Zenodo [https://zenodo.org/record/2638160].

# Supplementary material for: MAPCap allows high-resolution detection and differential expression analysis of transcription start sites
**Source:** Nat Commun. 2019 Jul 30;10:3219. doi: 10.1038/s41467-019-11115-x
**Supplement:** Supplementary file 1 — Supplementary Information

Supplementary information for:

**MAPCap allows high-resolution detection and differential  
expression analysis of transcription start sites**

Bhardwaj et al. 2019

# Supplementary Figures

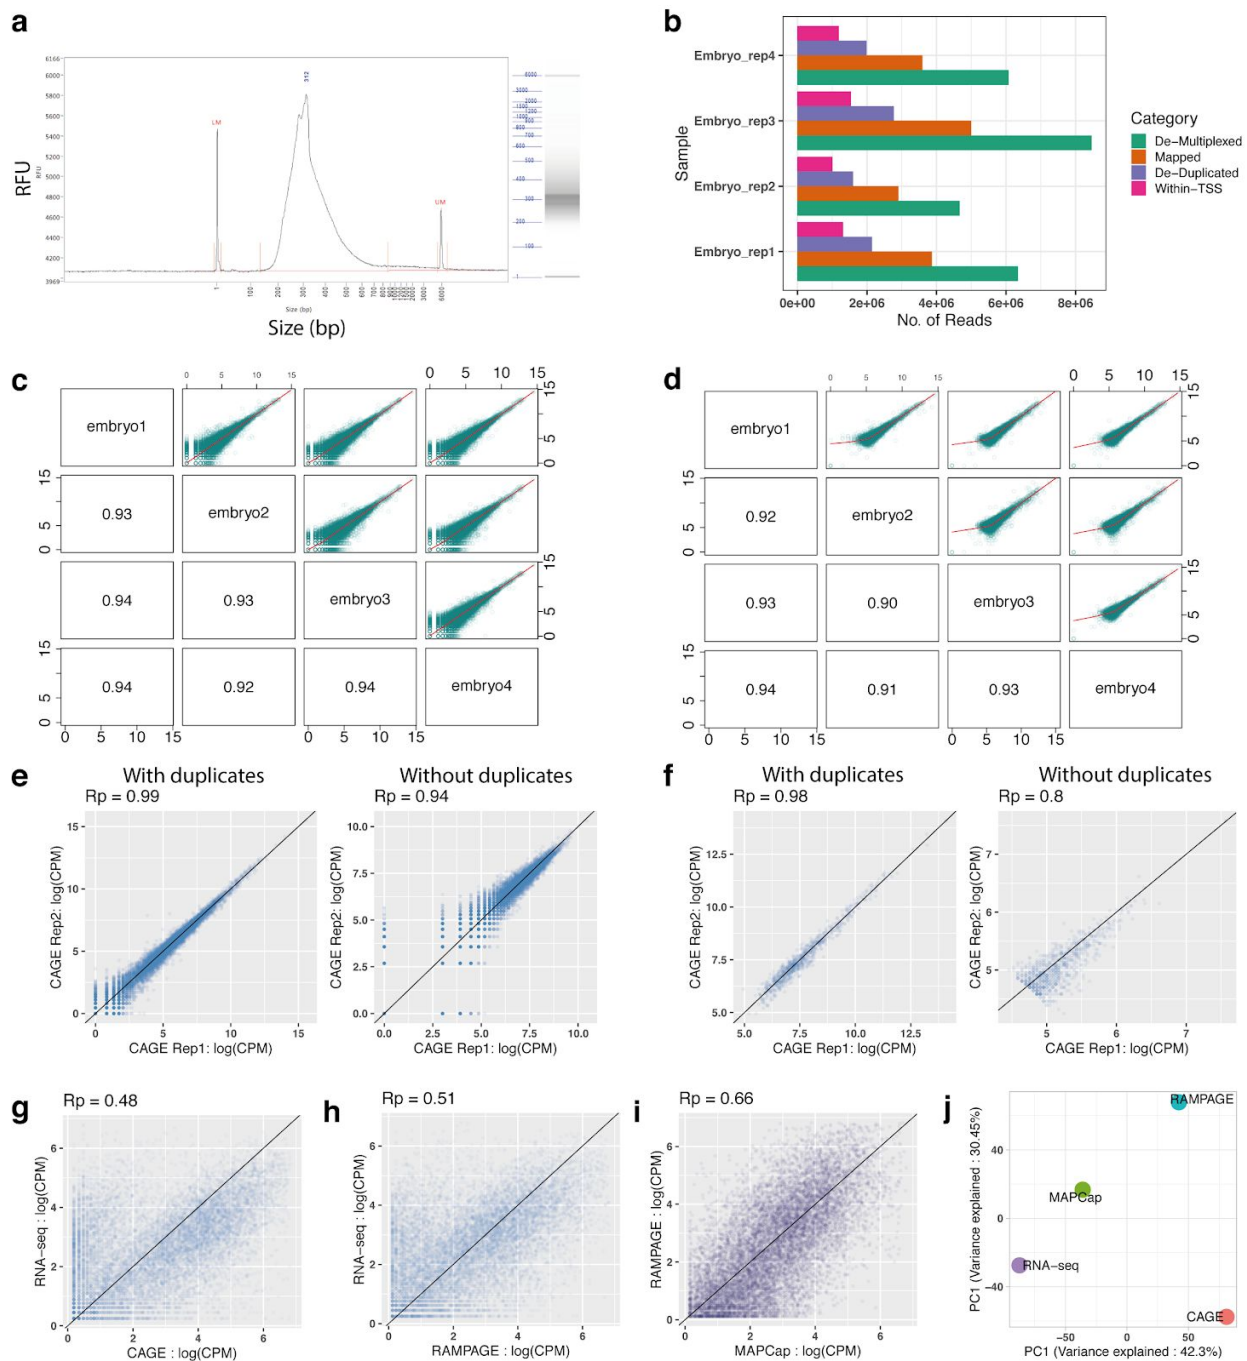

**Supplementary Fig. 1. Assessment of the MAPCap data quality.** **a**, BioAnalyzer profile of the MAPCap library (RFU = relative fluorescence unit). **b**, Number of reads kept at each step of MAPCap analysis of stage 15 embryos. **c**, Correlation of signal ( $\log_2(\text{CPM}+1)$ ) at the 5'-UTR of genes between replicates of the MAPCap in embryos (CPM = counts per million). **d**, Correlation of signal ( $\log_2(\text{CPM}+1)$ ) at the TSS detected using paraclu for the MAPCap in embryos. **e**, Correlation of signal ( $\log_2(\text{CPM}+1)$ ) at the 5'-UTR of genes between 2 replicates of CAGE data (from modENCODE) in S2 cells. **f**, Correlation of signal ( $\log_2(\text{CPM}+1)$ ) at the TSS detected using paraclu between 2 replicates of CAGE data (from modENCODE) in S2 cells. **g-i**, Same as Fig. 1c-d; correlation of signal ( $\log_2(\text{CPM}+1)$ ) between CAGE:RNA-seq, RAMPAGE:RNA-seq and MAPCap:RAMPAGE on 5'UTRs. **j**, PCA plot showing the relationship between MAPCap, RNA-seq and other 5'-profiling protocols.

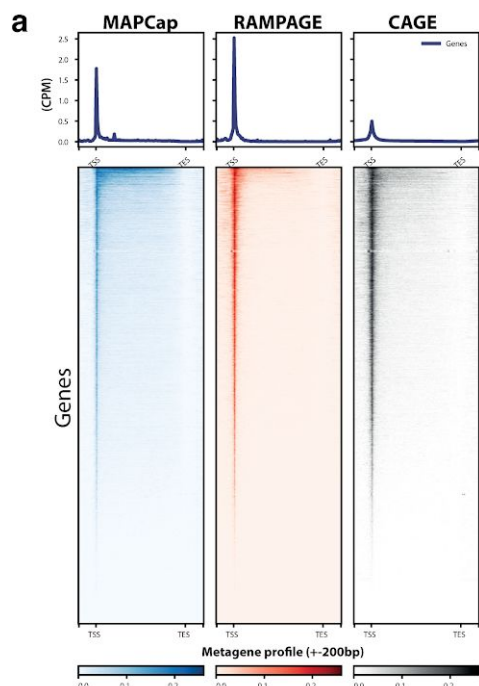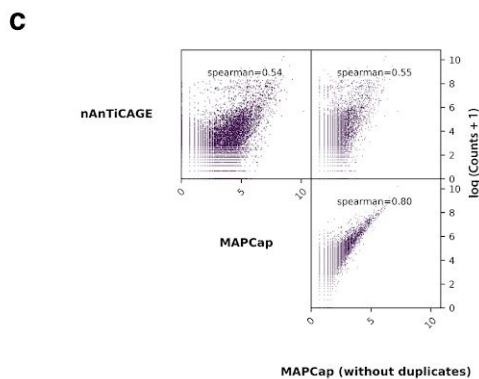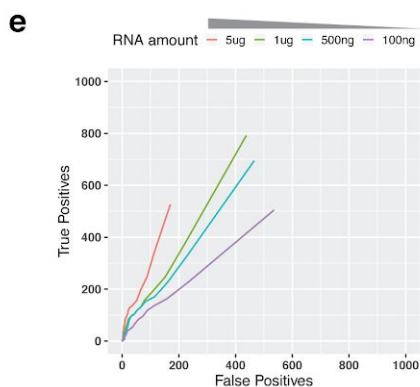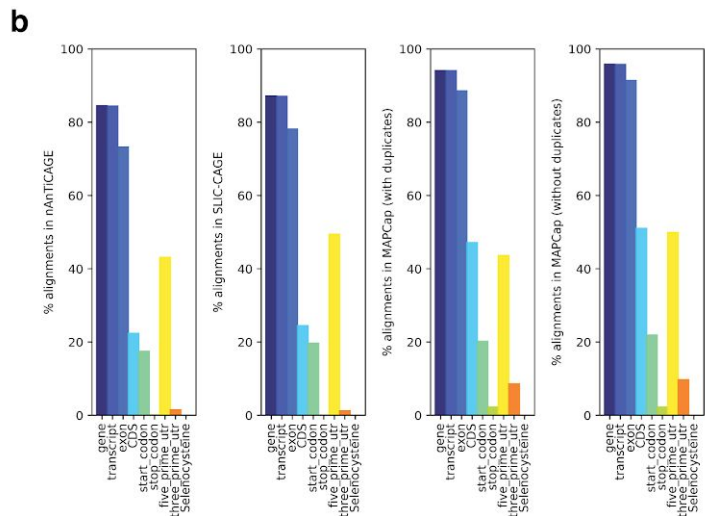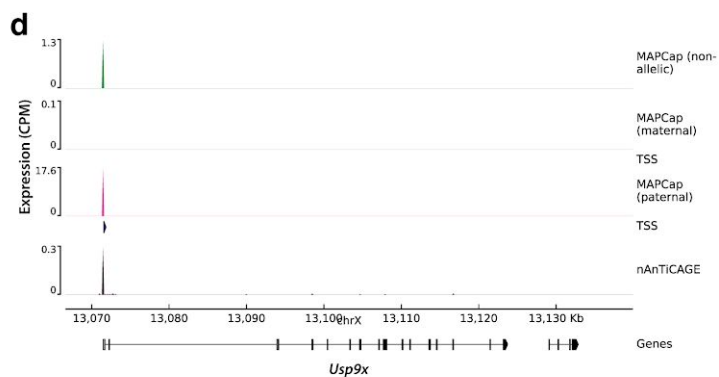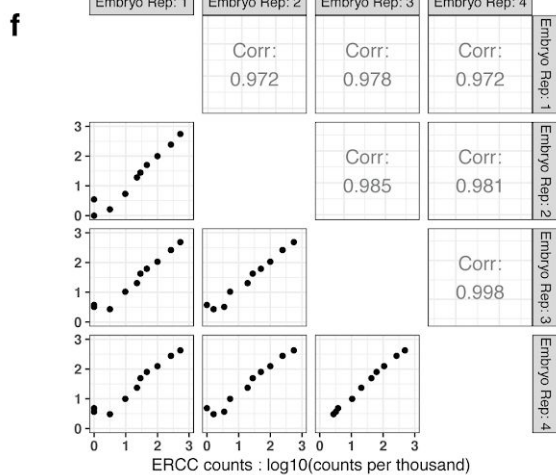

**Supplementary Fig. 2. Comparison of MAPCap and other protocols.** **a**, Metagene profiles of MAPCap, RAMPAGE, and CAGE signal (CPM) after removal of PCR duplicates, for MAPCap and RAMPAGE, PCR duplicates were removed using 5'-read position + random barcodes. **b**, Enrichment of signal at different genic regions in nAnTiCAGE, SLIC-CAGE and MAPCap in mouse ESCs **c**, Correlation of signal at known genes, between nAnTiCAGE and MAPCap (before and after duplicate removal) **d**, Allele-specific TSS detection on the paternal genome for the *Usp9x* gene using MAPCap data. **e**, Evaluation of TSS detected from the MAPCap experiment performed in S2 cells, using different quantity of total RNA as starting material (5ug, 1ug, 500ng, 100ng) **f**, Correlation of recovered counts of individual ERCC oligos between samples. Oligo mix was created by 2-fold serial dilution of individual oligos.

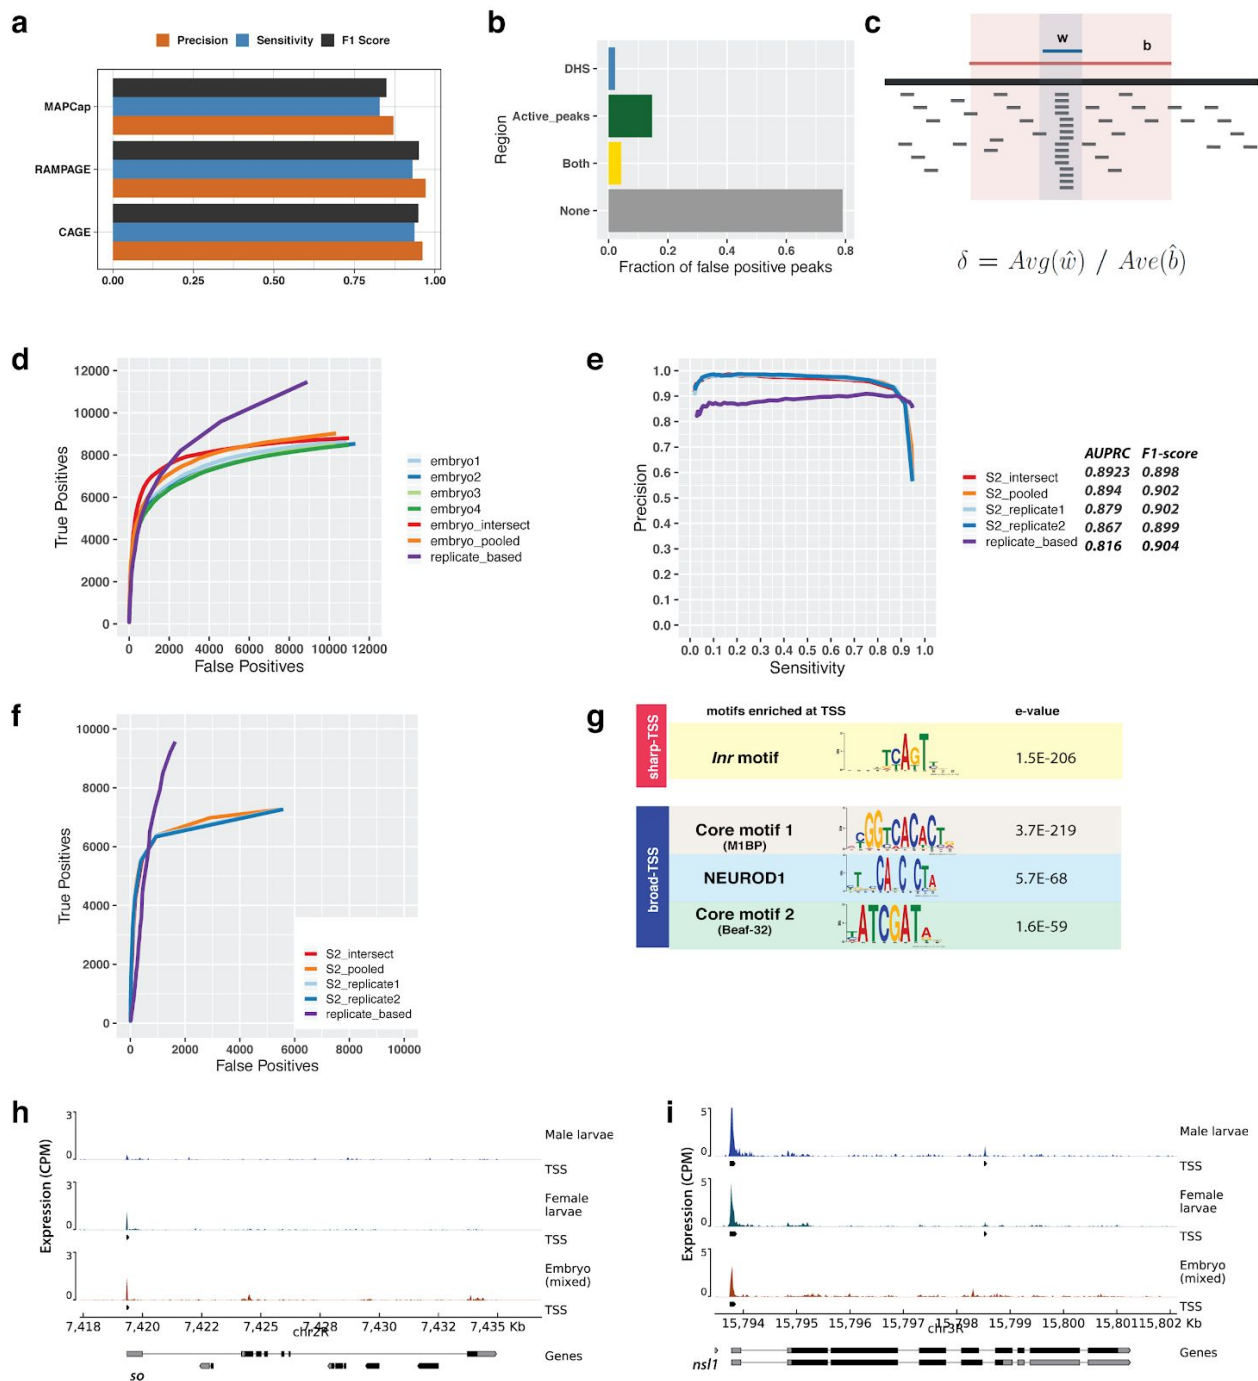

**Supplementary Fig. 3. Evaluation of MAPCap, along with our new TSS detection approach.** **a**, Precision, Sensitivity and F1-score (see methods) of TSS detection using paraclu on replicate-pooled and subsampled data from MAPCap, CAGE (modENCODE) and RAMPAGE. **b**, Overlap of TSS labeled as “false positives” in the previous analysis with peaks for DNase-seq or active histone marks. “Active peaks” are peaks enriched for H3K4me3, H3K4me1 or H3K27ac marks. **c**, Schematic diagram of “local enrichment” method, the fold-change ( $\delta$ ; delta) for windows ( $w$ ) over background ( $b$ ) is calculated as average fold change of replicates after depth-normalization. **d**, Evaluation of true and false positives from the TSS detected using the local enrichment method on MAPCap data (similar to Fig. 1a), the scores here represent the “density rise” (the difference between the highest and lowest signal on the region) instead of total no. of reads, as in Fig. 2a. **e**, Precision-recall curve of TSS detected using our method compared to paraclu, on 1 Mil subsampled reads using CAGE data (modENCODE, S2 cells). **f**, Evaluation of true and false positives from the TSS detected using the local enrichment method on CAGE data. **g**, de-novo motif enrichment results for the “sharp” and “broad” TSS. Only top motifs (e-value < 1E-50) are shown. **h-i**, Genome snapshot of MAPCap signal and the detected TSS using the “local enrichment” method on a developmental gene (so) and a housekeeping gene (Nsl1).

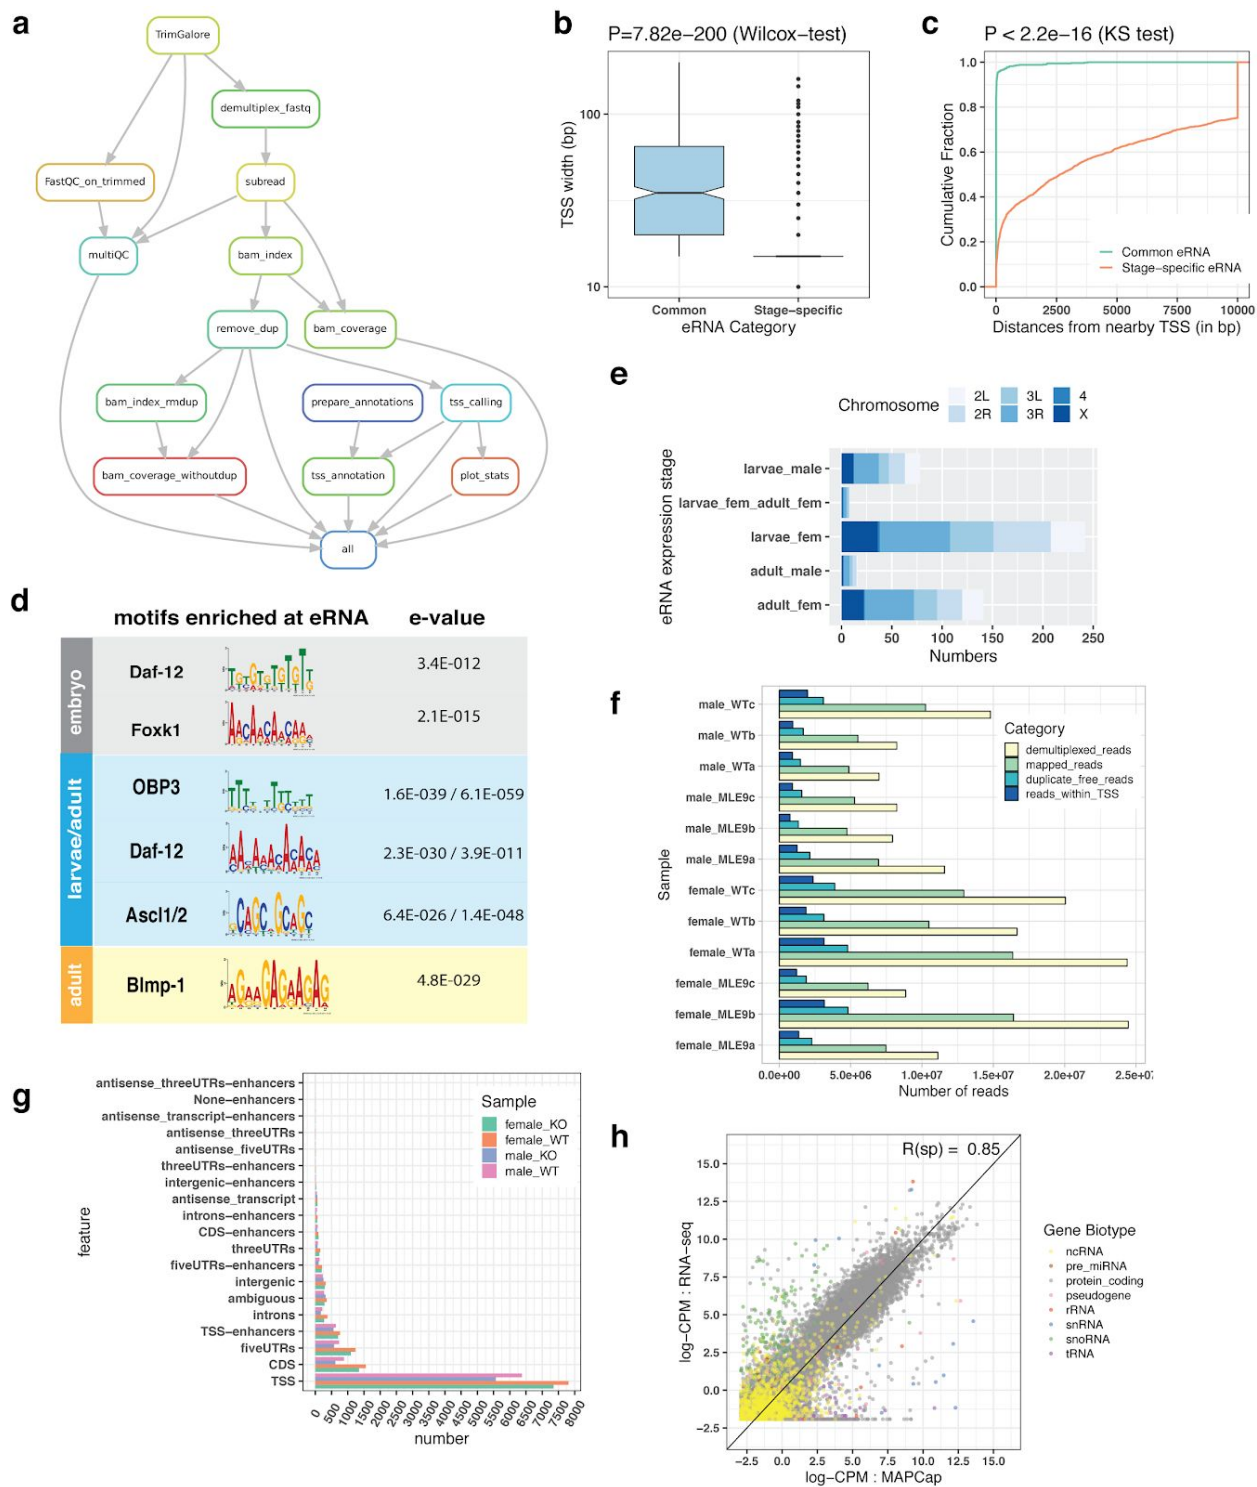

**Supplementary Fig. 4. Analysis of eRNA and gene expression from MAPCap data.** **a**, Workflow used for the analysis of data. It involves read trimming, demultiplexing using sample barcodes, mapping, duplicate removal (using random barcodes), TSS detection, TSS annotation and generation of coverage files and plots (see methods). **b**, Comparison of TSS widths of stage-specific and common eRNAs from Fig. 2g (boxplots = median and IQR). Stage-specific eRNAs have significantly sharper TSS ( $p = 7.82e-200$ , Wilcox test). **c**, Cumulative overlap of the fraction of detected TSSs with an annotated TSS at increasing distances. TSSs of stage-specific eRNAs are located significantly further from a known TSS. **d**, de-novo motif analysis of stage-specific eRNA TSS. **e**, Chromosomal locations of sex-specific eRNAs (from Fig. 2h). **f**, Number of reads kept at each step of the analysis. **g**, Comprehensive annotation of detected TSS in each group of samples. **h**, Comparison of the signal ( $\log_2(\text{CPM}+1)$ ) at 5'UTRs between RNA-seq and MAPCap (similar to Fig. 3c) for wild-type female larvae brains.

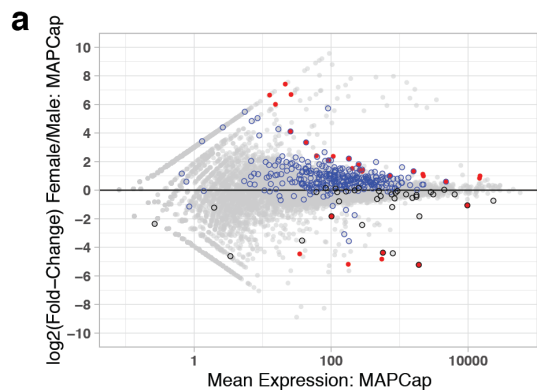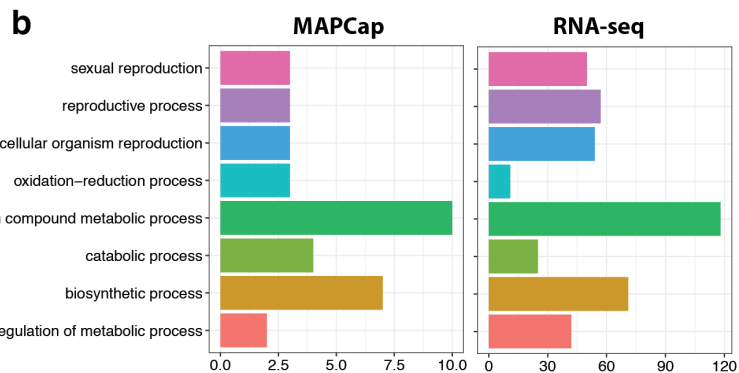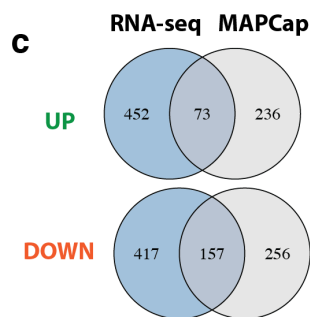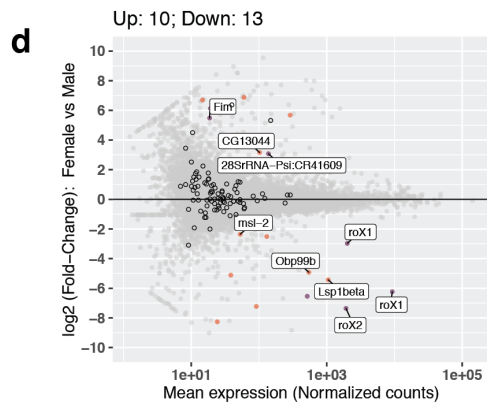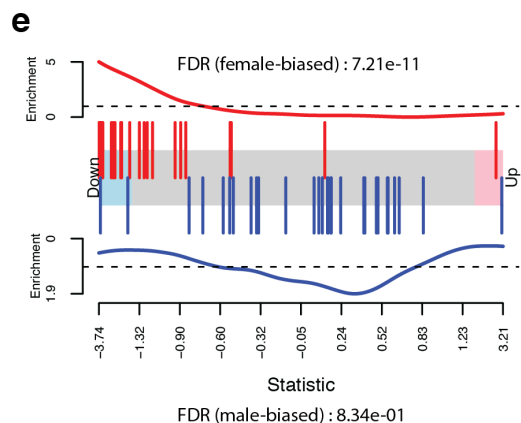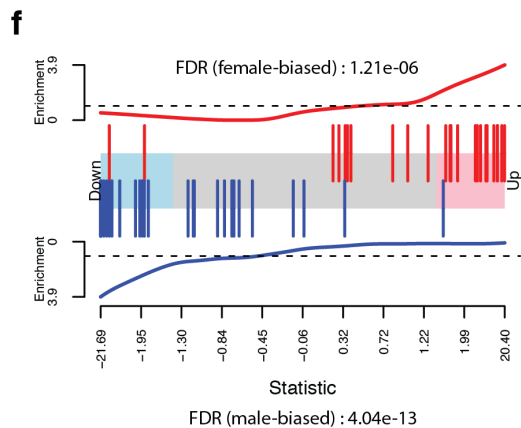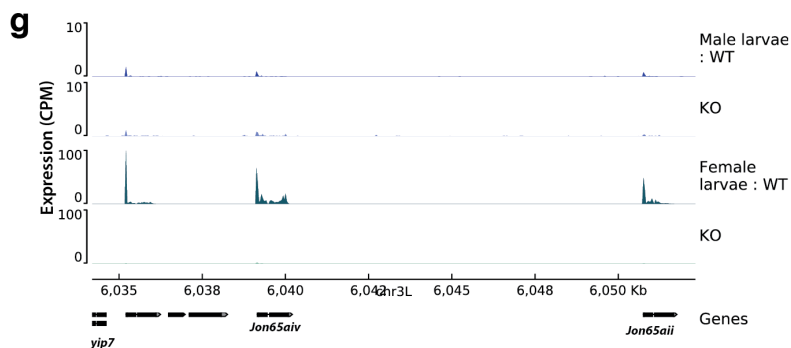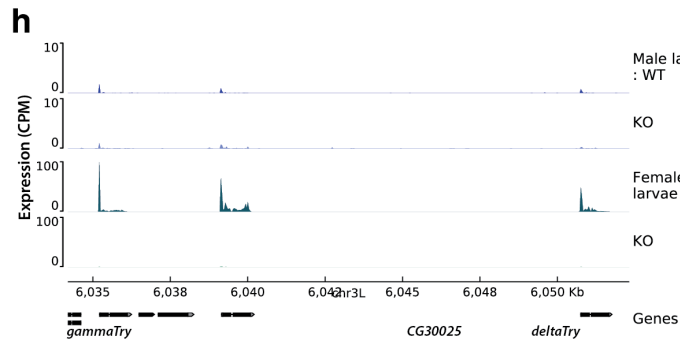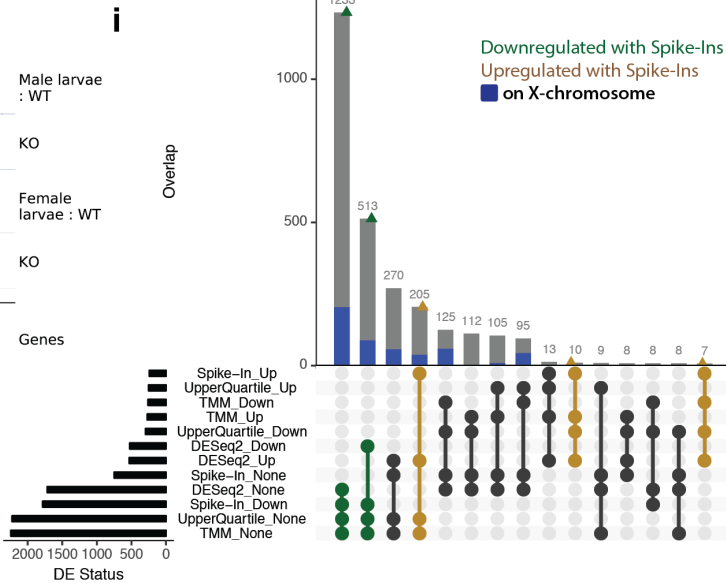

**Supplementary Fig. 5. Differential expression and sex-bias analysis in male and female larvae brains.** **a**, 5'UTR differential expression (DE) analysis with MAPCap using DESeq2 (internal normalization). DE genes are marked in red. DE genes obtained from RNA-seq are circled in Blue (upregulated) and Black (downregulated). **b**, Go term analysis of DE genes obtained from MAPCap (left) and RNA-seq (right). **c**, Overlap of DE genes between MAPCap and RNA-seq (at FDR < 0.05) for male MLE KOs. **d**, MA-plot showing sex-biased activity of TSS between wild-type male and female brains using MAPCap. TSSs with significant sex-bias (at FDR < 0.05) are marked in red. eRNAs detected specifically in male or females are marked in black. **e-f**, barcodePlots of female and male-biased TSS over the t-statistics of differential expression in female and male MLE mutants, respectively. The female-biased genes show downregulation in MLE mutants, while male-biased genes show downregulation in male MLE mutants. **g-h**, Examples of autosomal loci that shows sexually dimorphic (female-biased) expression and are downregulated in MLE mutant (KO) flies. **i**, Overlap of differential expression results on TSSs using different normalizations (TMM, Upper Quartile, DESeq2, or Spike-in).

**a** UP: 679; DOWN: 1328

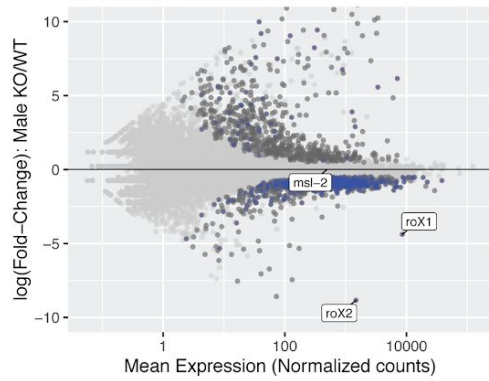

**b**

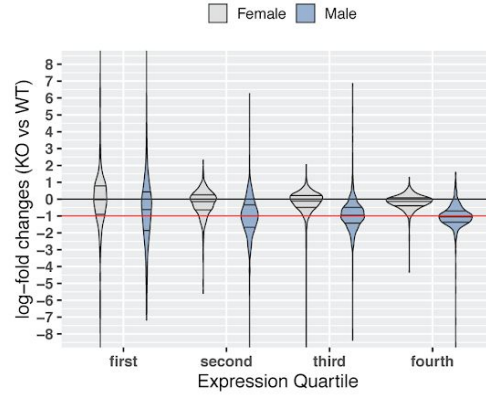

**c**

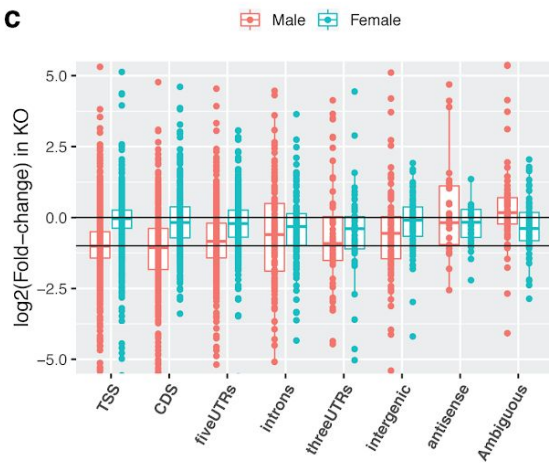

**d**

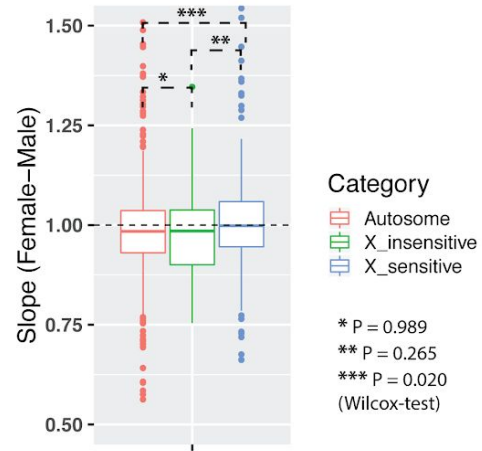

**e**

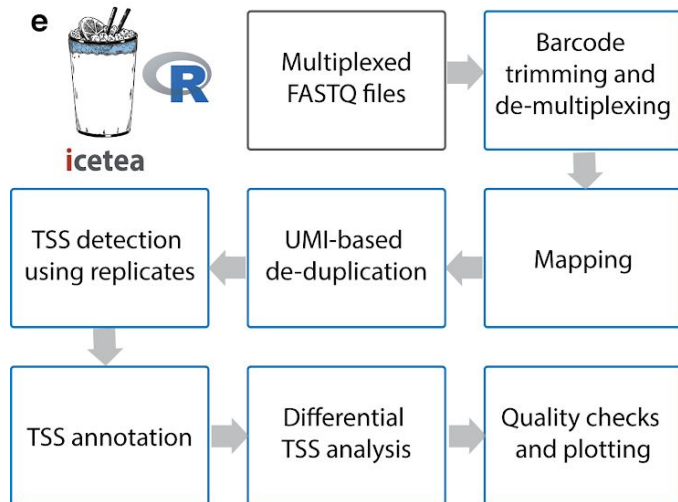

**f**

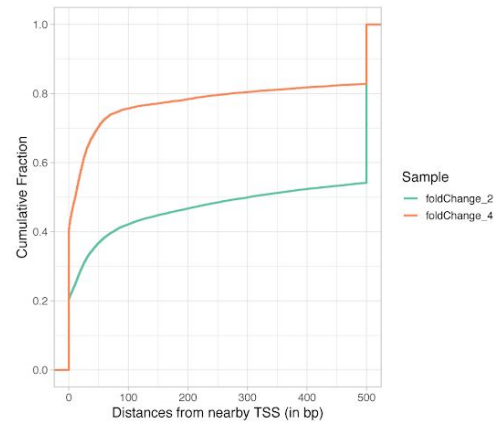

**Supplementary Fig. 6. MLE sensitivity of promoters on the X-chromosome.** **a**, MA plot from RNA-seq data of male MLE KOs compared to wild-type males, using DESeq2 (genes on X-chromosome are in blue). **b**, Log2-fold Changes of expression upon MLE KO, for male and female X-chromosome genes (n = 2840). Genes are divided by their wild-type expression quartiles (first = lowest, fourth = highest). **c**, Effect of MLE KO on TSSs in various locations of the X-chromosome (TSS = annotated TSS, Ambiguous = TSS overlapping multiple/neither of the locations). **d**, Comparison of the “compensation score” (female to male ratio of slope of expression) for MLE-sensitive genes identified in this study from Lott et al. (2011)<sup>28</sup> (n = autosome: 500, X\_insensitive: 43, X\_sensitive: 212, boxplots = median and IQR) **e**, Steps of data analysis implemented in icetea. Read de-multiplexing and de-duplication based on UMI is supported for MAPCap and RAMPAGE data. (R logo reused under CC-BY-SA-4.0 from <https://www.r-project.org/logo/>) **f**, An example of QC output from icetea: TSS distance precision (the distance of detected TSS to nearby annotated TSS) at different fold-change cutoffs on embryo data (using “plotTSSprecision” function)

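In the RNA-seq comparison of male MLE KOs with wild-type males, the RNA of roX1 fell to 228 ± 1.67 CPM in the labelled mutants (SD, n = 3). Its log2 fold change was -4.19 (SE 0.15, adjusted p = 6.50e-08 from edgeR's quasi-likelihood test). roX2 fell to 2.14 ± 0.0791 CPM (SD, n = 3), with a log2 fold change of -8.66 (SE 0.43, adjusted p = 1.18e-06 from the same edgeR test). Both calls held under all 21 alternatives set in advance, and ec overlaps roX1 on the opposite strand. Of the other genes of the MSL complex, mof (FBgn0014340, X chromosome) had a log2 fold change of -0.47 (SE 0.10, adjusted p = 0.00558 from edgeR) and msl-1 (FBgn0005617, chromosome 2L) of -0.05 (SE 0.09, adjusted p = 0.699 from edgeR). msl-3 (FBgn0002775, chromosome 3L) had 0.32 (SE 0.09, adjusted p = 0.0219 from edgeR, between 0.0173 and 0.114 across alternatives). The msl-3 call was lost without labelled male mutant replicates 1 or 2 or wild-type male replicates 1 or 2, and form3 overlaps it on the opposite strand.

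Among genes whose libraries did not overlap, the largest fitted rises were those of Pig1, CG42779 and CG13461, and the largest falls besides roX2 were those of CG32318 and CG32437. Pig1 (FBgn0003086, X chromosome) had 1130, 8460 and 4 counts in the labelled male mutants and 1 count in all wild-type males together, so its rise rests on 2 libraries. CG42779 (FBgn0261847, chromosome 3R) had 335, 1479 and 1 counts against 0 in wild-type males, and CG13461 (FBgn0036468, chromosome 3L) had 352, 1034 and 2 against 0. With the 3 counts that a 0 allows over a group, these 2 genes were at least 804-fold and 615-fold higher. Without labelled male mutant replicate 2 these bounds were 230-fold and 243-fold, and replicate 3 lay within the 3 counts that a 0 allows. All 3 calls were lost without labelled male mutant replicate 2 or any 1 of the wild-type male replicates. CG42779 and CG13461 were also lost without labelled male mutant replicate 1, and CG13461 without labelled female mutant replicate 1. All 3 genes overlap a more abundant gene, which leaves their counts uncertain. CG32318 (FBgn0052318, chromosome 3L) had 122 counts in wild-type males and 0 in the labelled mutants, at least 30.6-fold lower. CG32437 (FBgn0052437, chromosome 3L) had 476 counts against 1, a ratio of 358 (95% exact interval 64.0 to 14184). Both genes were also lower in females. CG32318 had 86 counts in wild-type females and 2 in labelled female mutants, and CG32437 had 411 and 1. These falls are therefore not specific to males.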

# Supplementary Tables

**Supplementary table 1: PCR primers for spike-ins**

| name      | sequence             |
|-----------|----------------------|
| T7F25f    | TAATACGACTCACTATTAG  |
| ERCC-25r  | GATCTCTCTACCGCCCTAAA |
| ERCC-81r  | GACACCCCACTGCGCGTGTG |
| ERCC-43r  | GACTCTAAGATGATGTGGTC |
| ERCC-137r | GATCACCCAAAAACGAGCGC |
| ERCC-136r | GAGGCGTATACCCACGTCCT |
| ERCC-74r  | GATTCTCTGCATCCTATTTA |
| ERCC-109r | GAACGGGCTAAAGTGAGCTT |
| ERCC-99r  | GGACCTAAATAACCGACTTT |
| ERCC-145r | GACCCGTTTCTTTACATAGG |
| ERCC-158r | GAGTCTTCACACTACCAATA |

**Supplementary table 2: Antisense oligos against Dmel small abundant RNAs (sn-, snoRNAs)**

| Name           | Sequence               | Target        |
|----------------|------------------------|---------------|
| dmMAPCap_AS_01 | CCATAAGGCCGAGAAGCGAT   | snRNA:U2      |
| dmMAPCap_AS_02 | CCTCTACGCCAGGTAAGTAT   | snRNA:U1      |
| dmMAPCap_AS_03 | TATCGCCTCTGCGCAAAGAT   | snRNA:U4      |
| dmMAPCap_AS_04 | TATTGCCACTGCGCAAAGAT   | snRNA:U4      |
| dmMAPCap_AS_06 | CAGTCTACCTCTACTAATGA   | snoRNA:185    |
| dmMAPCap_AS_07 | TGAAGCGGCGATCGAGACAT   | snRNA:LU      |
| dmMAPCap_AS_08 | ATCCTGTGAAGTATAGTCTT   | snoRNA:Me28S  |
| dmMAPCap_AS_09 | AATTGAAGAGAAACCAGAGT   | snRNA:U5      |
| dmMAPCap_AS_10 | AGAGAATAAAAAATTTCAAT   | snRNA:U7      |
| dmMAPCap_AS_11 | ACCCAATCGTCACCTCTCGCA  | snoRNA:Or-CD1 |
| dmMAPCap_AS_12 | CCAGGACGAGCACCCCTTTTT  | snRNA:U11     |
| dmMAPCap_AS_13 | CTCCCCAAGACAAGGAAGGT   | snRNA:U4atac  |
| dmMAPCap_AS_14 | TACTCATTAGTTTGAGGCAC   | snRNA:U12     |
| dmMAPCap_AS_15 | TTCATCATATCATCTAGAGA   | snoRNA:Me18S  |
| dmMAPCap_AS_16 | TGTTCTGCCGAAGCAAGAAC   | snRNA:U6      |
| dmMAPCap_AS_17 | GCTCTCCTTCCAAACAACAC   | snRNA:U6atac  |
| dmMAPCap_AS_18 | ATGTAATGTTTCATCATGTCTG | snoRNA:Me28S  |

**Supplementary table 3: Antisense oligos against Dmel rRNAs**

| Name               | Sequence             | Target          |
|--------------------|----------------------|-----------------|
| dmMAPCap_rRNAas_01 | tactttcattgtagcgcgcg | 18SrRNA:CR41548 |
| dmMAPCap_rRNAas_02 | tatatgtcatgctcttctag | 28SrRNA:CR45837 |
| dmMAPCap_rRNAas_03 | gacctctcggtctaggaaat | 18SrRNA:CR41548 |

|                    |                         |                     |
|--------------------|-------------------------|---------------------|
| dmMAPCap_rRNAas_04 | ccattcatgcgcgtcactaa    | 28SrRNA-Psi:CR45851 |
| dmMAPCap_rRNAas_05 | ggctacctaagagagtcatt    | 28SrRNA-Psi:CR45851 |
| dmMAPCap_rRNAas_06 | ccccgctaattattccaagcc   | 28SrRNA-Psi:CR45851 |
| dmMAPCap_rRNAas_07 | tgtctccttacctgccaga     | 28SrRNA-Psi:CR45851 |
| dmMAPCap_rRNAas_08 | gggtgaacaatccaacgctt    | 28SrRNA-Psi:CR45851 |
| dmMAPCap_rRNAas_09 | caacgtttgtcattagtagggt  | 28SrRNA-Psi:CR45851 |
| dmMAPCap_rRNAas_10 | atgtaactagcgcggcatca    | 28SrRNA-Psi:CR45851 |
| dmMAPCap_rRNAas_11 | aaccctgattccccgttacc    | 18SrRNA:CR41548     |
| dmMAPCap_rRNAas_12 | tcaaagtaatagtaccggccca  | 18SrRNA:CR41548     |
| dmMAPCap_rRNAas_13 | tgatctgaaaaccaatgaaagca | 18SrRNA:CR41548     |
| dmMAPCap_rRNAas_14 | acgacggtccaagaatttcac   | 18SrRNA:CR41548     |
| dmMAPCap_rRNAas_15 | actagggcggtatctgatcg    | 18SrRNA:CR41548     |
| dmMAPCap_rRNAas_16 | atcccaagcatgaaagtgtt    | 18SrRNA:CR41548     |
| dmMAPCap_rRNAas_17 | tgacatatgttagactccttgg  | 28SrRNA:CR45837     |
| dmMAPCap_rRNAas_18 | ccattcatgcgcgtcactaa    | 28SrRNA:CR45837     |
| dmMAPCap_rRNAas_19 | tgacatatgttagactccttgg  | 28SrRNA-Psi:CR45851 |
| dmMAPCap_rRNAas_20 | tttcaagggtccgaggagaaa   | 28SrRNA:CR45837     |
| dmMAPCap_rRNAas_21 | agtcaaactccctacctggc    | 28SrRNA-Psi:CR45851 |
| dmMAPCap_rRNAas_22 | cactgagctggccttggg      | 28SrRNA-Psi:CR45851 |
| dmMAPCap_rRNAas_23 | acaccgagatcaagtcagca    | 28SrRNA-Psi:CR45851 |
| dmMAPCap_rRNAas_24 | ccacaagccagtatccctatg   | 28SrRNA-Psi:CR45851 |
| dmMAPCap_rRNAas_25 | accaaaaggatcgataggcc    | 28SrRNA-Psi:CR45851 |
| dmMAPCap_rRNAas_26 | tgcggttctctcgactac      | 28SrRNA-Psi:CR45851 |

**Supplementary table 4: External datasets used in this study**

| <b>Description</b>                                                                                | <b>Dataset Accession</b> | <b>Reference</b> |
|---------------------------------------------------------------------------------------------------|--------------------------|------------------|
| <b>modENCODE CAGE</b>                                                                             | <b>SRA</b>               | 13               |
| embryo 12-14hr                                                                                    | SRR488302                |                  |
| S2 cells                                                                                          | SRR488286-87             |                  |
| adult male and female                                                                             | SRR488271-72, 77-80      |                  |
| <b>modENCODE RNA-seq</b>                                                                          | <b>SRA</b>               | 93               |
| embryo 12-14hr                                                                                    | SRR1197369<br>SRR1197332 |                  |
| S2 cells                                                                                          | SRR1197280               |                  |
| modENCODE ChIP-seq:<br>H3K4me3 (E12-16)<br>H3K4me1 (E12-16)<br>H3K27ac (E12-16)<br>Input (E12-16) | GEO:GSE16013             | 92               |
| RAMPAGE (embryo 12-14hr)                                                                          | GEO:GSE36213             | 3                |
| DNase-seq (stage-14 embryos)                                                                      | SRA:SRP002474            | 43               |
| DNase-seq (S2 cells)                                                                              | GEO:GSE40739             | 90               |
| nAnTiCAGE (mouse ESCs)                                                                            | ENA:E-MTAB-6519          | 7                |

# Supplementary material for: MAPCap allows high-resolution detection and differential expression analysis of transcription start sites
**Source:** Nat Commun. 2019 Jul 30;10:3219. doi: 10.1038/s41467-019-11115-x
**Supplement:** Supplementary file 3 — Reporting Summary

## Reporting Summary

Nature Research wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Research policies, see [Authors & Referees](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

- |                                     |                                                                                                                                                                                                                                                                                                |
|-------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| n/a                                 | Confirmed                                                                                                                                                                                                                                                                                      |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> The exact sample size ( $n$ ) for each experimental group/condition, given as a discrete number and unit of measurement                                                                                                                                               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly                                                                                                                                               |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>                                                               |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A description of all covariates tested                                                                                                                                                                                                                     |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons                                                                                                                                        |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals) |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> For null hypothesis testing, the test statistic (e.g. $F$ , $t$ , $r$ ) with confidence intervals, effect sizes, degrees of freedom and $P$ value noted<br><i>Give <math>P</math> values as exact values whenever suitable.</i>                            |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings                                                                                                                                                                      |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes                                                                                                                                                |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Estimates of effect sizes (e.g. Cohen's $d$ , Pearson's $r$ ), indicating how they were calculated                                                                                                                                                         |

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

### Software and code

Policy information about [availability of computer code](#)

Data collection no software was used to collect data

Data analysis all software and workflow developed and used in this study are freely available online:  
icetea: <https://github.com/vivekbhr/icetea>  
data analysis workflow: [https://github.com/vivekbhr/cage\\_pipeline](https://github.com/vivekbhr/cage_pipeline)

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors/reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Research [guidelines for submitting code & software](#) for further information.

### Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A list of figures that have associated raw data
- A description of any restrictions on data availability

Raw sequencing datasets as well as processed outputs (normalized bigWigs, differential expression results) have been deposited to GEO under the accession number GSE125831. The repository contains raw data necessary to reproduce all figures. Detected TSS and differential TSS results are available on Zenodo (<https://zenodo.org/record/2638160>). Online datasets used are listed in Supplementary table 4.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                                                                            |
|-----------------|------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample size     | No statistical test was used to pre-determine sample sizes                                                                                                 |
| Data exclusions | No samples were excluded from the study. The filtering criteria for genes and genomic loci has been clearly defined under appropriate section in "methods" |
| Replication     | All analysis was performed in 2-4 biological replicates                                                                                                    |
| Randomization   | No randomization was required                                                                                                                              |
| Blinding        | No blinding was required                                                                                                                                   |

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

### Materials & experimental systems

|                                     |                                                                 |
|-------------------------------------|-----------------------------------------------------------------|
| n/a                                 | Involved in the study                                           |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies                  |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Eukaryotic cell lines                  |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology                          |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Human research participants            |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                          |

### Methods

|                                     |                                                 |
|-------------------------------------|-------------------------------------------------|
| n/a                                 | Involved in the study                           |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Flow cytometry         |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging |

## Antibodies

|                 |                                                                                                                                                               |
|-----------------|---------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Antibodies used | anti-m7G antibody (SYSY, cat no. 201001)                                                                                                                      |
| Validation      | Validation information available at commercial website: <a href="https://www.sysy.com/factsheets/201_001.pdf">https://www.sysy.com/factsheets/201_001.pdf</a> |

## Animals and other organisms

Policy information about [studies involving animals](#); ARRIVE guidelines recommended for reporting animal research

|                         |                                                                  |
|-------------------------|------------------------------------------------------------------|
| Laboratory animals      | Drosophila melanogaster, wild-type and mutant (BDSC #5873) lines |
| Wild animals            | N/A                                                              |
| Field-collected samples | N/A                                                              |
| Ethics oversight        | N/A                                                              |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

How the deposited data were processed for this re-analysis (not part of the article)

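Ribo-depleted RNA-seq of brains from L3 larvae was analysed in 12 libraries, 3 each of wild-type females, wild-type males, female MLE mutants and male MLE mutants. The MAPCap libraries, the other promoter-profiling data and the spike-in counts were not analysed here.

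The authors aligned the reads to dm6 with STAR (v2.6.1a) in the snakePipes pipeline (v1.0.0 beta), and counted them on genes of Ensembl release 79 with featureCounts (v1.6.1). The deposited counts are whole reads per gene and are not normalized. Whether the counting used strand is not given in the sources used here, so genes that overlap another gene on the opposite strand are named as uncertain. The authors deposited 4 tables of DESeq2 (v1.20.0) results, each with 17387 genes. In them, the deposited signal is the mean over the 12 libraries of counts divided by size factors. The deposited log2 values are the fold changes of the comparison, the deposited scores are the standard error and the Wald statistic, and the deposited p-values are those of the Wald test with their Benjamini-Hochberg adjusted values. The tables lack 171 genes of the count table, which hold 4.10% of the counts. All per-sample columns were used. Gene symbols, biotypes and chromosomes came from these tables. Coordinates, strands and exon lengths came from Ensembl release 115, also on dm6, for 17252 of the 17558 gene identifiers; both sources gave the same chromosome for 99.99% of them.

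The libraries were grouped by the column names of the count table, because for 6 of them the public labels name different sexes and genotypes in different fields. Group totals are given with the description of the experiment. A gene at 0 counts in a library could have up to 3 counts, and a ratio against a group with 1 to 3 counts is given with an exact binomial interval at 95% confidence.

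Counts were tested in R (4.3.3) with edgeR (4.0.16): filterByExpr with a minimum count of 10 and a minimum total of 15, TMM factors, and the quasi-likelihood F test with Benjamini-Hochberg adjustment at an FDR of 0.05. All 12 libraries entered 1 fit with the group as its only term, so that the groups share 1 estimate of the spread; the common biological coefficient of variation was 0.270. The comparisons were wild-type females against wild-type males, labelled MLE mutants against wild-type in each sex, labelled female against labelled male MLE mutants, and the interaction, which is the mutant effect in males minus that in females. Fisher's exact test compared the share of each chromosome arm among the calls with its share among the genes tested. Per-library medians were compared by exact permutation. Sets of sex-biased genes were tested with camera (preset correlation of 0.01) and fry in limma (3.58.1). Values in CPM are scaled by TMM, and log2 CPM uses a prior count of 2.

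The steps were tested on simulated data, with counts drawn for the real genes and 200 genes changed 2-fold in the comparison of labelled male MLE mutants with wild-type males. There edgeR tested 9780 genes, recovered 109 of the 200 (54.5%) and made 5 false calls among 114 (4.39%). It made 0 calls in the unchanged female comparison. DESeq2 (1.42.0) tested 9898 genes, recovered 131 (65.5%) and made 28 false calls among 159 (17.6%), with 3 calls in the unchanged comparison. The counts were drawn once, with edgeR's estimates of the spread and for the genes that edgeR kept. This may favour edgeR, so the test does not rank the tools.

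The sample groups, the comparisons, the tests of these comparisons, the rule for naming genes and all alternatives but those that use the authors' size factors were chosen before the data were examined. Several tests of technical explanations were chosen after the results were seen, and are named with those results. The alternatives were DESeq2 on all 12 libraries or on the 6 of a comparison, edgeR on those 6, RLE or upper quartile factors, TMM factors from autosomal genes, no filter on low counts, a mean of at least 50 counts, the replicate number as a block, a log2 fold change of at least 1, sex-biased sets at an FDR of 0.1, fry in place of camera, and leaving out each library in turn. An alternative with the size factors recovered from the authors' tables, in edgeR or DESeq2, was chosen after seeing the data.

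Genes are named by a fixed rule: those that the paper names for the larval brain in its text or figures, the markers w, cn and bw of the mutant stock, and in each comparison the 3 largest fitted rises and the 3 largest falls among calls whose libraries do not overlap between the groups. Genes named outside this rule are said to be. Of the 24 genes named by the paper or the stock, 23 were tested. Adjusted over the list alone, 8 were called in wild-type females against males, 14 in the labelled male mutants, 7 in the labelled female mutants and 9 in labelled female against male mutants. Over all genes tested, the numbers were 8, 13, 2 and 9. The paper chose part of this list on the same or parallel samples, so the first set of numbers is not independent evidence. Lists of marker genes were written for the fat body, salivary gland, muscle, ring gland, neurons, neuroblasts, glia and the Y chromosome.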

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

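The tests of library scaling, of expression level and of strain background for the X chromosome, of library scaling for chromosome 4, of the neuron list, and of relabelled females alone were chosen only after the result was seen, as were the count limits for genes read in 1 genotype.

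The mutant effect differed between the sexes by the interaction test of edgeR for 932 genes: it was higher in males for 409 and lower in males for 523. Of the lower genes, 428 lay on the X chromosome, and of the higher genes 383 lay on the large autosomes. When genotypes were relabelled within the sexes, 4 of 100 splits drawn from 200, the real one included, called as many genes. Of the 100 splits, 11 called 613 genes or more, 3 of them more than the real one, and the other 89 called at most 1. With the male groups kept as they are, the 20 relabellings of the females called from 405 to 2413 genes, and 7 of them, the real one included, called as many as the real one. A lack of effect in females leaves the calls in place under any of their labels, so these counts follow the effect in males and decide nothing about chance for a difference between the sexes. The number of higher genes was 207 without labelled female mutant replicate 2, 251 and 253 without labelled male mutant replicates 1 and 2, and 227, 264 and 245 without wild-type male replicates 1, 2 and 3. For the X chromosome, the tables argue against each technical explanation tested. Scaling between libraries moves all chromosomes alike, yet X minus autosomes stood at -0.62 in the labelled male mutant libraries. An effect of expression level predicts a fall limited to some levels, and the smallest fall among 4 quartiles of expression was -0.62. An effect of gene length predicts a fall limited to some lengths, and the smallest fall among 4 quartiles of exon length was -0.60. A strain background shared by both sexes predicts the same fall in females, where the labelled mutants stood at -0.032. The fall of X-chromosomal expression in labelled male mutants may therefore be biological, as a hypothesis found and tested on the same libraries. It differed between the sexes by far more than the spread of the mutant libraries, with an SD of 0.029 in males and 0.032 in females (n = 3 each). The targeted RNA did not fall in the labelled mutants, so it does not bear out the labels. Counts over the whole gene cannot show whether its product works, so they do not contradict the labels either. The paper names roX1 and roX2 as the strongest MLE targets. They stood at 228 and 2.14 CPM in labelled male mutants, against 4151 and 872 CPM in wild-type males, which goes with the labels in males. By the column names, the listed Y-chromosomal genes have 0 counts in each female library and at least 3 in each male one. Over all 71 Y-chromosomal genes, each female library has at most 12 counts and each male one at least 16. CG18853 has 0 counts in each wild-type library and at least 77 in each labelled mutant, although this gene was chosen for that pattern. For the autosomal genes that were higher, scaling stays open, with 57.1% of the autosomal calls of the male comparison on the higher side when TMM factors came from autosomal genes and 72.7% otherwise. Such factors centre the autosomal genes, so this test is void and the explanations cannot be told apart.

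Labelled female MLE mutants against labelled male MLE mutants, a comparison that the authors deposited and the paper does not discuss, had 1099 genes higher and 600 lower in females. At an unadjusted p under 0.05 there were 3112 genes, and the groups did not overlap in 33.6% of genes, against 10% by chance. On the X chromosome 776 genes were higher and 19 lower, with a median log2 fold change of 0.57. The share of higher calls was 64.7%; it was 75.2% with TMM factors from autosomal genes (1341 higher, 442 lower) and 96.7% with the authors' factors, chosen after seeing the data (3588 higher, 123 lower). Lower calls fell to 314 without labelled female mutant replicate 3, and to 347 and 356 without labelled male mutant replicates 1 and 2. Of the 10 splits of the 6 libraries, only the real one, 1 split, called as many genes, and the others called 0. The share of 10 splits is never under 0.1, so this count cannot exclude chance at 0.05 whatever the data. The largest rises were those of CG11470, Sgs7 and CG5883 and the largest falls those of CG8708, CG4318 and Ilp8. CG11470 had 79, 2 and 908 counts in labelled females against 1 in labelled males, a ratio of 852 (95% exact interval 152 to 33666), or 107 without labelled female mutant replicate 3. Its call (fitted log2 fold change 9.32, SE 2.71) was lost without labelled female mutant replicate 3 or any 1 male library. Sgs7 (8.29, SE 1.91), with 2296, 7 and 241 counts in labelled females, lost its call without labelled male mutant replicates 1 or 2. It is on the list of salivary gland genes, whose median here was 5.48 (fry, adjusted p = 0.267), with 5 of 7 genes called higher. Their mean log2 CPM was 5.98, -0.63 and 3.64 in the 3 labelled female mutants. Salivary gland RNA carried over with the brains was not tested as a cause. CG5883 had 62, 5 and 567 counts in labelled females against 2 in labelled males, a ratio of 273 (95% exact interval 75.2 to 2259), or 44.2 without labelled female mutant replicate 3. CG4318 had 53 counts in labelled males against 1 in labelled females, a ratio of 61.6 (95% exact interval 10.6 to 2477). CG8708 (-5.92, SE 1.15) had 266, 410 and 9 counts in labelled males. The calls of CG5883, CG4318 and CG8708 held without any 1 library. CG32645 overlaps CG4318 on the opposite strand.

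Genes of chromosome 4, which the paper does not discuss, were lower than autosomal genes in the labelled male mutants, by a mean of -0.30 over the libraries (-0.29, -0.38 and -0.21; SD 0.084, n = 3; exact permutation test, two-sided p = 0.1, the smallest possible). In the labelled female mutants the mean was -0.06 (SD 0.071, n = 3; exact permutation test, two-sided p = 0.3), and the difference between the sexes was -0.22 (exact permutation of genotypes within each sex, two-sided p = 0.135), so a difference between the sexes is not shown. Of 89 genes tested, 21 were called lower and 4 higher in males. Lower calls fell to 12 without labelled male mutant replicate 1 and to 11 without wild-type male replicate 3. Scaling between libraries moves both sets of genes alike and predicts 0, against the mean of -0.30. For expression level, 10000 lists of autosomal genes matched on it had a median of 0.034 and none reached the observed median of -0.19. Gene length gave the same outcome, with a median of 0.030 over matched lists. These values argue against the technical explanations tested. A response of chromosome 4 to the mutation may be biological, as a hypothesis found and tested on the same libraries, and the strain of the mutants was not tested for it.

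The list of 5 neuroblast genes had a median mutant effect in males minus females of -0.68 (fry, adjusted p = 0.0226 over 35 tests of lists and comparisons). In labelled male mutants the median was -0.54 (adjusted p = 0.00595 from fry), with dpn, ase, mira and wor called lower and insc at -0.02. In labelled female mutants it was 0.10 (adjusted p = 0.666 from fry). The median in males stayed negative under the other scalings, between -0.77 and -0.51. All 5 genes stood over 10 CPM in every library, and ase lies on the X chromosome. Less brain RNA in the libraries predicts that the lists of neuron and glia genes fall as well. Their medians in labelled male mutants were -0.29 and -0.21, neither past the threshold, so a lower share of brain RNA and a change in neuroblasts cannot be told apart with lists this small. Fewer neuroblasts in the brains of labelled male mutants is a possible explanation that was not tested.

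By counts, 13 genes were read in only 1 genotype, with at most 3 counts in each of the 6 libraries of the other genotype and at least 10 in each of its own. In the labelled mutants these were Crg-1, CG18853, CG32581, CR44057 and CR44383. In wild-type they were Cyp6a17, CG13032, CG4210, antr, CG31157, CG32318, CG32437 and CG32440. Those outside the rule for naming genes were chosen after their values were seen. No gene was read in only 1 sex under these limits. Other limits gave from 1 to 16 genes, and at most 5 against at least 10 counts gave 2 genes read in only 1 sex. CG18853 (FBgn0042173, chromosome 2R) had 0 counts in all wild-type libraries and was at least 139-fold higher in labelled male mutants and at least 99.1-fold higher in labelled female mutants, with the 3 counts that a 0 allows over a group. Cyp6a17 (FBgn0015714, chromosome 2R) had 0 counts in labelled female mutants, at least 145-fold lower than in wild-type. The pattern in both sexes may come from strain background, since the mutation was kept in another stock. Genes linked to mle would then gather on chromosome 2R, where 3 of 13 lay (odds ratio 1.19, Fisher's exact test, two-sided p = 0.733). A stock can also differ on other chromosomes, so a lack of gathering on 2R does not argue against strain background. Some of these genes lie close together and were read in the same genotype. They are CG32581 and CR44383 on the X chromosome, and CG32437 and CG32440 on chromosome 3L. With so few genes, strain background and an effect of the mutation cannot be separated.

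Ilp8 (FBgn0036690; chromosome 3L, 17029812 to 17032080), which the paper does not name, had a fitted log2 fold change of 7.26 in labelled male mutants (SE 0.82, adjusted p = 0.000182 from edgeR, between 4.52e-08 and 0.0019 across alternatives). It had 34, 49 and 86 counts there and 1 count in all wild-type males together, a ratio of 224 (95% exact interval 39.7 to 8918). The interaction test gave 6.41 (adjusted p = 0.0430 from edgeR, between 0.00447 and 0.955 across 18 alternatives, 8 of them past the threshold). It was lost without labelled female mutant replicates 2 or 3, any 1 labelled male mutant, wild-type male replicates 1 or 2, or wild-type female replicate 2, so this test depends on single libraries. In labelled female mutants Ilp8 had 2, 1 and 1 counts against 0, 2 and 0 in wild-type, a ratio of 1.89 (95% exact interval 0.271 to 20.9), which does not overlap the interval in males; both cover counting error only. In labelled female against male mutants its fitted log2 fold change was -5.41 (adjusted p = 0.000487 from edgeR, between 5.12e-09 and 0.00575 across alternatives). Reads of CG7730, which overlaps it on the opposite strand, predict a like rise in that gene. CG7730 had a log2 fold change of 0.48 (adjusted p = 0.184 from edgeR), which argues against this explanation. CR45756 overlaps Ilp8 on its own strand, with 8 counts over all libraries. A response to the mutation in males may be biological; strain background was not tested for this gene.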

How the results depend on the processing

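The alternatives that use the authors' size factors were chosen after the data were seen, and the others were set in advance. Without labelled female mutant replicate 1 the X median in females, near 0, changed sign (0.0090). RLE factors, autosomal TMM factors and the authors' factors turned the male comparison from more higher to more lower calls. Upper quartile factors (1546 and 1285) did not. The same turn came with no filter on low counts (1173 and 1381) and with a mean of at least 50 counts (1220 and 1303). It also came with the 6 libraries alone in edgeR (1418 and 1489) and in DESeq2 (1471 and 1596). Leaving out wild-type female replicate 2, labelled male mutant replicate 2 or any 1 wild-type male library turned it too. DESeq2 on all 12 libraries (1685 and 1620), the replicate block and leaving out any other library did not. The authors' factors changed the sign of the median of all genes in each comparison. The cause was not tested for any change given here, except that a limit on the fold change passes fewer genes by construction. DESeq2 called more false genes in simulated data, but those were drawn with edgeR's estimates of the spread. They leave the cause of its larger counts open.

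DESeq2 on all 12 libraries gave 384 genes lower in wild-type females than in males, 233 higher and 228 lower in labelled female mutants, 649 with a higher mutant effect in males, 235 shared by the mutants of both sexes, and a median of -0.045 for X genes in labelled female mutants. DESeq2 on 6 libraries gave 179 higher and 183 lower in labelled female mutants. Fitted in edgeR on 6 libraries, 139 genes were lower in wild-type females, 37 higher and 37 lower in labelled female mutants, 319 lower in labelled female than male mutants, and 52 shared by both sexes. With no filter, 69 genes were higher in labelled female mutants, the X median there was -0.072, and X minus autosomes in males was -0.58. A mean of at least 50 counts gave 152 genes lower in wild-type females. The X median in males was -0.50 with upper quartile factors and -0.62 with autosomal TMM factors, which also called 33 genes of chromosome 4 lower.

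With a log2 fold change of at least 1, 31 genes were lower in wild-type females, 672 higher and 243 lower in labelled male mutants, 47 and 50 in labelled female mutants, and 253 and 181 between the labelled mutants of both sexes.

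The authors' factors gave, in edgeR and in DESeq2, 1172 and 1686 genes higher and 15 and 19 lower in wild-type females, 550 and 692 higher in labelled male mutants, and 3588 and 3942 higher and 123 and 136 lower in labelled female than male mutants. The mutant effect was higher in males for 67 and 250 genes and lower for 77 and 345. The X median was -0.73 and -0.72 in males and -0.059 and -0.074 in females. In edgeR alone they moved the labelled female mutants to 34 higher and 46 lower (42.5% higher against 55.7%), chromosome 4 to 10 genes lower, and the genes shared by both sexes to 57. They moved the median log2 fold change of all genes to 0.37 in wild-type females against males, -0.16 in males, -0.03 in females, 0.52 between the labelled mutants and -0.14 for the interaction.

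Leaving out each of the 12 libraries in turn gave 334 to 632 genes higher and 71 to 275 lower in wild-type females, 778 to 1696 and 922 to 1505 in labelled male mutants, 41 to 119 and 37 to 105 in labelled female mutants, 742 to 1150 and 314 to 708 in labelled female than male mutants, and 207 to 498 and 353 to 529 for the interaction. In labelled female mutants, higher calls fell to 60 and 68 without mutant replicates 1 and 2, to 51, 41 and 62 without wild-type female replicates 1, 2 and 3, and to 68 without labelled male mutant replicate 1. Lower calls there fell to 52, 44 and 55 without mutant replicates 1, 2 and 3, and to 48 and 37 without wild-type female replicates 1 and 2. The X share stayed within 53.7% to 70.0% of the lower and 3.27% to 5.13% of the higher calls in males. The X median stayed within -0.56 and -0.52 in males and -0.04 and 0.01 in females, X minus autosomes within -0.66 and -0.62, and chromosome 4 minus autosomes within -0.36 and -0.24. From 16 to 22 arm tests passed, 11 to 25 genes of chromosome 4 were lower, and 61 to 141 genes were shared by both sexes. The sex-biased sets stayed within -0.46 and -0.24 in males and -0.51 and -0.28 in females.

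The replicate number as a block gave 583 higher and 194 lower genes in wild-type females, 1306 and 1291 in labelled male mutants, 86 and 73 in labelled female mutants, 1054 and 557 between the labelled mutants, and 343 and 455 for the interaction, and moved no count by more than 1.5 times. Libraries with the same number did not deviate together, with correlations of their deviations from the group means between -0.52 and 0.19, so the numbers do not pair the samples. Depth limits genes with few counts: a count of 0 allows up to 3.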

Differences from the paper's values

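Of the alternatives compared here, only those with the authors' size factors were chosen after seeing the values.

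For male MLE mutants against wild-type males, the paper's number of upregulated genes in RNA-seq is 679, and 1537 genes were called higher here. Of the alternatives set before the data were examined, leaving out 1 library brought the number within 1.5 times of the paper's for labelled male mutant replicates 1 (1015) and 2 (778) and wild-type male replicates 1 (983) and 3 (867). A log2 fold change of at least 1 gave 672, with 243 lower. The other alternatives set then did not, with numbers from 1069 to 1696. The authors' size factors, chosen after seeing the values, gave 550 in edgeR, which drops 163 of the 688 higher and 288 of the 1362 lower genes of the authors' deposited table, and 692 in DESeq2, which drops 0 and 0. The paper's number of downregulated genes, 1328, and the 1408 here lie within 1.5 times of each other.

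For roX1 in the same comparison, the paper's log2 fold change is about -4.4 in Supplementary Fig. 6a, read by eye, and the value here was -4.19, a difference larger than its standard error of 0.15. With autosomal TMM factors it was -4.27, within that error of the paper's value. The other alternatives set before the data were examined gave -4.23 to -4.16, outside it. The authors' size factors, chosen after seeing the values, gave -4.38 in both tools.

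For the overlap of MAPCap and RNA-seq, the paper's number of upregulated genes in RNA-seq is about 530 in Supplementary Fig. 5c, read by eye, and its number of downregulated genes is about 570. Here 1416 protein-coding genes were called higher and 1353 lower. The paper's diagram covers genes with a 5'-UTR and reads counted there, so the group here is wider. Of the alternatives set before the data were examined, leaving out labelled male mutant replicate 2 (709) and a log2 fold change of at least 1 (586) came within 1.5 times for the higher genes, and the others did not. The authors' size factors, chosen after seeing the values, gave 486 higher in edgeR and 618 in DESeq2. No alternative did so for the lower genes, with 211 at a log2 fold change of at least 1, 881 to 1736 under the others set before, and 1046 and 1328 with the authors' factors.

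The paper states that Lsp1alpha and Lsp1beta promoters are male-specific from MAPCap. In RNA-seq both genes had a negative log2 fold change in wild-type females against males, -5.13 and -4.92, without passing the threshold (adjusted p = 0.210 and 0.153 from edgeR). For both, 3 of the 21 alternatives set before the data were examined passed it, with adjusted p from 3.26e-05 to 0.412 and from 9.44e-09 to 0.314. In the authors' deposited table both passed it, at -4.68 (adjusted p = 0.0385 from DESeq2) and -4.48 (adjusted p = 0.0259 from DESeq2), so whether they pass depends on the method.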

Other observations

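The tests of fat body RNA and of the scaling behind the deposited comparisons were chosen only after the result was seen.

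In each comparison of 3 libraries against 3, the real split was the only one of 10 to call as many genes (1 of 10 for wild-type females against males, 1 of 10 in males and 1 of 10 in females), with 839, 2945 and 192 calls, and the other splits called at most 1 gene. The share of 10 splits is never under 0.1, so these counts cannot exclude chance at 0.05 whatever the data.

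The paper reports from MAPCap that promoters with sex-specific activity were downregulated in the MLE mutants of the same sex. In RNA-seq, the 229 genes higher in wild-type males had a median log2 fold change of -0.30 in labelled male mutants, with 72.5% lower (limma, adjusted p = 2.73e-10 from camera, over 4 tests of sets). The 610 genes higher in wild-type females had -0.35 in labelled female mutants, with 85.9% lower (limma, adjusted p = 9.20e-19 from camera). Because the comparisons share wild-type libraries, mutants were also simulated without any change. They gave a median of -0.09 in males (20 simulations, -0.14 to -0.04, camera p under 0.05 in 19), with 68.0% lower. In females they gave -0.04 (-0.07 to -0.02, camera p under 0.05 in 1), with 54.6% lower. The simulated sets were smaller than the real ones, with a median of 97.5 male-biased and 448.5 female-biased genes. Genes were also drawn independently of one another, so the simulated ranges may be too narrow. The fry test in place of camera also passed, with an adjusted p = 0.000956 and an adjusted p = 0.0202 in limma, but its p was under 0.05 in 19 and 14 of the 20 simulations and as low as the real one in 6 and 10, so fry decides nothing here. In the mutants of the other sex, the male-biased set stood at 0.15 against 0.10 when simulated, and the female-biased set at 0.56 against 0.05. The shared libraries were tested by calling the sets without 1 wild-type library and comparing the mutants with that library. For the female-biased set the mean was -0.37 (-0.38, -0.21 and -0.51), which argues against shared libraries as the whole cause. For the male-biased set it was -0.25 (-0.39, -0.30 and -0.05), with an SD of 0.17. Against wild-type male replicate 3, 51.9% of the set was lower, close to no fall, as shared libraries alone predict. Against replicates 1 and 2, 79.7% and 80% were lower, and the median of -0.30 with all libraries lay below every simulated one. These values disagree, so shared libraries cannot be excluded as the whole cause there. A limit of 2 SD, which the mean misses, was added after the values were seen. For the autosomal genes of the male-biased set the mean was -0.16 (-0.32, -0.23 and 0.08), so the X-chromosomal genes in it cannot be set aside as the cause.

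Of 192 genes called in labelled female mutants, 127 were also called in labelled male mutants in the same direction (71 higher, 56 lower) and 4 in the opposite direction, against 28.7 by chance. At an unadjusted p under 0.05 the female comparison had 1701 genes, and its groups did not overlap in 21.6% of genes, against 10% by chance. The shared number fell to 74 without labelled female mutant replicate 2, to 84 without labelled male mutant replicate 1, and to 72 and 61 without wild-type female replicates 1 and 2. A strain background that came with mle may place such genes near it. Within 5 Mb of mle lay 11 of the 127 (odds ratio 1.54, Fisher's exact test, two-sided p = 0.178). On chromosome 2R as a whole lay 25, which is 19.7% against 20.1% of the genes tested (odds ratio 0.973), no excess. These counts leave such a strain background open. The largest rises in labelled female mutants besides CG18853 were those of CG32581 (FBgn0052581, X chromosome) and CR44383 (FBgn0265533, X chromosome). They had 548 counts against 1 (ratio 517, 95% exact interval 92.5 to 20471) and 196 against 1 (ratio 185, 32.8 to 7345). The largest falls besides Cyp6a17 were those of AIMP3 (FBgn0050185, chromosome 2R; 665 counts against 1, ratio 704, 126 to 27864) and CG32437 (411 against 1, ratio 435, 77.7 to 17237). CG30382 overlaps CG18853 and wmd overlaps AIMP3 on the opposite strand.

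The paper names Lsp1alpha, Lsp1beta and Sp1 as sex-biased in MAPCap. In RNA-seq, Sp1 was higher in wild-type females (log2 fold change 1.54, SE 0.20, adjusted p = 0.00134 from edgeR) and so was peb (2.87, SE 0.31, adjusted p = 0.000629 from edgeR), and both held under all 21 alternatives set in advance. Lsp1gamma (-4.75, adjusted p = 0.175) and Obp99b (-2.11, adjusted p = 0.572) were lower in females without passing the threshold in edgeR. Lsp1gamma passed it under 3 and Obp99b under 0 of 21 alternatives. Lsp1alpha stood at 858, 4600 and 23.8 CPM in the 3 labelled male mutants and at 162, 2.05 and 1026 CPM in the labelled female mutants. Fat body RNA left on the brains may raise these genes, and other fat body genes would then move with them. The median of Lsp2, Fbp1 and Fbp2 in wild-type females against males was -5.47, with Fbp1 alone past the threshold. Tsf1 stood at 0.06 and apolpp at -0.16. Both were already high in wild-type female replicate 1 (65.8 and 960 CPM), where Lsp1alpha stood at 0.215 CPM. A small carry-over need not move them, so they do not argue against fat body RNA. Fat body RNA and expression in the brain cannot be told apart by these values. Hsp70Bb was lower in wild-type females (-1.23, SE 0.31, adjusted p = 0.0326 from edgeR, between 0.000534 and 0.138 across alternatives). Its call was lost without labelled male mutant replicate 1, wild-type female replicates 2 or 3, or wild-type male replicates 1 or 2, and it has near-identical copies that the counting could have split.

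Across the marker lists in labelled male mutants, the median was 3.95 for fat body (fry, adjusted p = 0.456), -2.04 for salivary gland (0.587), 1.95 for muscle (0.340), -0.68 for ring gland (0.657), -0.29 for neurons (0.441) and -0.21 for glia (0.424). In labelled female mutants it was 5.81 for fat body (fry, adjusted p = 0.267), 5.09 for salivary gland (0.267) and -1.0 for muscle (0.587). It was 0.99 for ring gland (fry, adjusted p = 0.340), -0.22 for neurons (0.634) and 0.23 for glia (0.587) there. None of these lists passed the threshold. In wild-type females against males no list passed it either, and the ring gland list had a median of 0.086 with a mean of -0.00030. Of their genes, 2 of 9, 0 of 7, 2 of 6, 4 of 5, 5 of 6 and 4 of 4 stood over 10 CPM in every library.

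For the genes whose promoters the paper plots, labelled male mutants were lower for arm (-1.20, SE 0.13, adjusted p = 0.000168) and Sec61gamma (-1.25, SE 0.16, adjusted p = 0.000403), both under all 21 alternatives set in advance, in edgeR and DESeq2. Fim (-0.95, adjusted p = 0.0301), CG12643 (-0.98, 0.0448) and CG44774 (-0.47, 0.0446) were also lower in edgeR, but 16, 13 and 13 of 21 alternatives passed the threshold, with adjusted p up to 0.0885, 0.175 and 0.140. Fim was lost without labelled male mutant replicates 1 or 2 or wild-type male replicates 1 or 3. CG12643 was lost without those 4 libraries or any 1 labelled female mutant, and CG44774 without any 1 male library or wild-type female replicate 1. mRpL16 overlaps arm and CG5445 overlaps Fim on the opposite strand. CG13044 was higher in labelled male mutants (2.13, SE 0.41, adjusted p = 0.00377) and labelled female mutants (2.40, SE 0.42, adjusted p = 0.0147, between 6.24e-08 and 0.0879 across alternatives) in edgeR; the female call was lost without mutant replicate 2 or wild-type female replicates 1 or 2. In labelled female mutants roX1 was lower (-1.39, SE 0.13, adjusted p = 0.000372) and roX2 was not detectably changed (0, 4 and 4 counts against 3, 8 and 1). The pseudogene 28SrRNA-Psi:CR41609 passed the threshold in no comparison. Of the stock's markers, w was too low to be tested, cn was higher in wild-type females than males (2.28, adjusted p = 0.0373 from edgeR) and in labelled female than male mutants (1.92, adjusted p = 0.0397 from edgeR), and bw was not called. CR45108 overlaps cn, kirre overlaps w, mi overlaps bw and CR45890 overlaps CG13044 on the opposite strand, and ec overlaps roX1.

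The paper gives a larger effect for X-chromosomal TSSs than for autosomes in males from MAPCap. In RNA-seq the difference of medians by quartile of expression, from lowest to highest, was -0.62, -0.64, -0.67 and -0.62 in labelled male mutants.

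In the authors' deposited comparisons, more genes are higher in females, both in wild-type and between MLE mutants. Scaling between libraries predicts a more even split with other size factors. With factors from the counts alone, DESeq2 called 801 genes higher and 384 lower in wild-type females (67.6% higher), against 1657 and 19 in the authors' deposited table. Between the labelled mutants it called 1262 and 819, against 3885 and 136. The size of the imbalance is consistent with the size factors used, and a smaller imbalance stayed without them. Whether those factors or factors from the counts are closer to RNA content was not tested.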
